# Juvenile hormone regulation of Drosophila aging

**DOI:** 10.1186/1741-7007-11-85

**Published:** 2013-07-17

**Authors:** Rochele Yamamoto, Hua Bai, Adam G Dolezal, Gro Amdam, Marc Tatar

**Keywords:** Juvenile hormone, Drosophila, Lifespan, Fecundity, Fat body, Gene expression

## Abstract

**Background:**

Juvenile hormone (JH) has been demonstrated to control adult lifespan in a number of non-model insects where surgical removal of the *corpora allata* eliminates the hormone’s source. In contrast, little is known about how juvenile hormone affects adult *Drosophila melanogaster*. Previous work suggests that insulin signaling may modulate Drosophila aging in part through its impact on juvenile hormone titer, but no data yet address whether reduction of juvenile hormone is sufficient to control Drosophila life span. Here we adapt a genetic approach to knock out the *corpora allata* in adult *Drosophila melanogaster* and characterize adult life history phenotypes produced by reduction of juvenile hormone. With this system we test potential explanations for how juvenile hormone modulates aging.

**Results:**

A tissue specific driver inducing an inhibitor of a protein phosphatase was used to ablate the *corpora allata* while permitting normal development of adult flies. *Corpora allata* knockout adults had greatly reduced fecundity, inhibited oogenesis, impaired adult fat body development and extended lifespan. Treating these adults with the juvenile hormone analog methoprene restored all traits toward wildtype. Knockout females remained relatively long-lived even when crossed into a genotype that blocked all egg production. Dietary restriction further extended the lifespan of knockout females. In an analysis of expression profiles of knockout females in fertile and sterile backgrounds, about 100 genes changed in response to loss of juvenile hormone independent of reproductive state.

**Conclusions:**

Reduced juvenile hormone alone is sufficient to extend the lifespan of *Drosophila melanogaster*. Reduced juvenile hormone limits reproduction by inhibiting the production of yolked eggs, and this may arise because juvenile hormone is required for the post-eclosion development of the vitellogenin-producing adult fat body. Our data do not support a mechanism for juvenile hormone control of longevity simply based on reducing the physiological costs of egg production. Nor does the longevity benefit appear to function through mechanisms by which dietary restriction extends longevity. We identify transcripts that change in response to juvenile hormone independent of reproductive state and suggest these represent somatically expressed genes that could modulate how juvenile hormone controls persistence and longevity.

## Background

Juvenile hormone (JH) plays a central role in insect development where it interacts with ecdysone to maintain larval *status quo* between molts [1]. In adults, JH takes on different functions. From work with a variety of insects, there is consensus that JH produced in adult *corpora allata* modulates ovarian maturation, in part through its regulation of yolk protein uptake while ecdysone derived from the follicle cells induces yolk protein synthesis in fat bodies [2-7]. JH in the adult also affects learning, migration, diapause and innate immunity [8-11]. In the monarch butterfly, some grasshoppers and the firebug *Pyrrhocoris apterus*, surgical allatectomy extends lifespan, suggesting that JH is a pro-aging hormone [12-14].

*Drosophila melanogaster* produces three forms of juvenile hormone: methyl farnesoate (MF), JHIII and bisepoxide JHIII (JHBIII) [15]. JHBIII is unique to dipterans and is the most abundant JH in flies. In other insects, exogenous JH or juvenile hormone analogs (JHA), such as methoprene, induce supernumerary juvenile or pupal stages and block metamorphosis, but Drosophila larvae treated with JH analogs still initiate metamorphosis [16,17], although high doses of JHA produce a mosaic adult where the abdomen is covered with pupal cuticle [18]. The high dosage required to induce this phenotype, and an artifact produced by a common genetic marker (*rosy* encoding xanthine dehydrogenase), have complicated our ability to study the roles of JH in Drosophila development [19,20]. Even less is known about the role of JH in the Drosophila adult, in part because treating wildtype adults with JH analogs produces few obvious phenotypes and because surgical allatectomy is not practical.

One potential role for JH in adult Drosophila became apparent in studies of fly insulin-like receptor mutants. Drosophila insulin-like receptor (*InR*) mutants have ovaries similar to those seen in wildtype flies during reproductive diapause [21]. Drosophila reproductive diapause is maintained in part by reduced JH [22,23], and insulin-like signaling mutants were found to be JH deficient [21]. *InR* mutants are long-lived, and JHA treatment restores lifespan toward that of wildtype flies. Together these observations motivated the question of our current study: Is JH deficiency sufficient to extend lifespan in Drosophila, and if so, by what mechanism?

JH production in Drosophila might be experimentally reduced in several ways. A classic genetic approach used the *apterous* mutant, which regulates development in wing, muscle and axons, and neuroendocrine control of juvenile hormone as well as other neuropeptides [24-28]. More recently, the P{Gal4} insertion (*Aug21*) was found to be expressed in larval *corpora allata*[29] and Riddiford *et al.*[30] used *Aug21* to drive UAS-*grim* to induce apoptosis in larval *corpora allata* (CA). Allatectomized larvae produced small pupae that died at head eversion and showed many photoreceptor development defects. Liu *et al.*[31] used this genotype to reveal how the JH-interacting proteins MET (methoprene-tolerant) and GCE (Germ-cell expressed bHLH-PAS) regulate larval fat body programmed cell death. To study adult traits, Gruntenko *et al.*[32] drove CA apoptosis with a combination of *UAS-reaper* and *UAS-hid*. Unlike *Aug21* > *UAS-grim*, this genotype produced viable adults and showed impaired JH metabolism, decreased resistance to heat stress, and reduced female fecundity. This genetically mediated CA-ablation also increased the level of dopamine in young females, accompanied by decreases in the activity of enzymes responsible for both the synthesis and degradation of this amine [33].

Here, we modified these approaches to study how aging is affected by allatectomy that reduces endogenous JH in adult Drosophila. We used *Aug21* to over-express *Nuclear Inhibitor of Protein Phosphatase type 1* (*NIPP1*) [34] and thus eliminate the CA of newly eclosed adults. From these adults and their coisogenic controls, we measured lifespan and tested potential mechanisms by which reduced JH could contribute to longevity assurance. Allatectomy reduced egg production as expected, and fecundity was partially restored by treating adults with exogenous JHA. Reduced JH extended lifespan in fertile flies and, importantly, it also did so in adults made sterile by the dominant *Ovo*^*D1*^ mutation, which inhibits egg maturation [35]. These data suggest that reduced JH extends lifespan by mechanisms independent of direct physiological trade-offs with egg production. Allatectomy extended lifespan robustly in flies fed different concentrations of yeast, eliminating a potential explanation based on mechanisms of dietary restriction. Finally, we analyzed gene expression profiles from allatectomized adults when fertile and when *Ovo*^*D1*^ sterile, and from the intersection of these data identified soma-related genes through which JH may potentially modulate longevity.

## Results and discussion

### *Corpora allata* knockout (CAKO)

JH is normally abundant in females, at least up to age 10 days [36]. Here, the genotype *Aug21-Gal4, UAS-GFP* >*UAS-NIPP1* (CAKO: *Corpora Allata* Knock Out) produced adults within 12 to 24 hours post-eclosion with small to non-existent *corpora allata* and limited levels of JH as measured by gas chromatography–mass spectrometry. Females of wildtype and parental genotypes contained between 700 and 850 pg JH per gram body mass while CAKO females had less than 50 pg/g (Figure 1).

**Figure 1:**
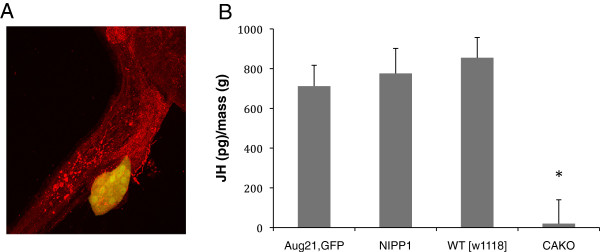
***Corpora allata *knockout of adult Drosophila reduces juvenile hormone. A)** Adult *corpora allata* (yellow cells) marked by *Aug21-Gal4* driving *UAS-GFP* (*Aug21, GFP*). **B)** Total JH measured from adults by GC-MS per wet mass (total body). Genotypes with intact *corpora allata*: *Aug21, GFP*; *UAS-NIPP1*, wildtype (WT, [*w*^*1118*^]). *Corpora allata* knockout (CAKO): *Aug21,GFP*; *UAS-NIPP1*. Error bars are standard deviation; significant difference indicated by * (ANOVA, *P* < 0.000,1).

### CAKO reduces fecundity and impedes adult fat body development

CAKO strongly reduced egg production. When measured from caged cohorts, average daily fecundity of control genotypes peaked at 50 to 60 eggs per female, while CAKO females laid less than 20 eggs per day (Figure 2A). Fecundity was also measured from individually maintained females (Figure 2C). From eclosion to age 10 days, wildtype females produced two-fold more eggs than CAKO. Notably, the variance in total egg production was two-fold greater in CAKO, suggesting there were underlying differences in the efficiency of *corpora allata* knockout. Thus, when measured from a collection of caged adults, the net sample of CAKO females may yield some eggs because a few females retain sufficient levels of JH. Individually held CAKO females show that some individuals indeed produce nearly wildtype quantities of eggs while some produce very few eggs. In the cases where eggs are produced, these females may have initiated these eggs before the CA-ablation was complete, retained enough residual JH after the ablation-period to mature some eggs, or have the capacity to produce eggs in the absence of JH. We cannot distinguish between these alternatives because measuring JH levels requires destructive samples comprised of many individuals. To test if reduced fecundity was caused specifically by the loss of JH in allatectomized females we measured daily fecundity in adults exposed to methoprene (JHA). As previously reported [32], JHA did not affect egg production in wildtype females but JHA increased egg production in allatectomized females (Figure 2B). Notably, complete rescue of daily fecundity was statistically achieved only after seven days of JHA treatment, suggesting that the loss of JH in CAKO impairs some aspect of post-eclosion ontogeny that takes some time to restore.

**Figure 2:**
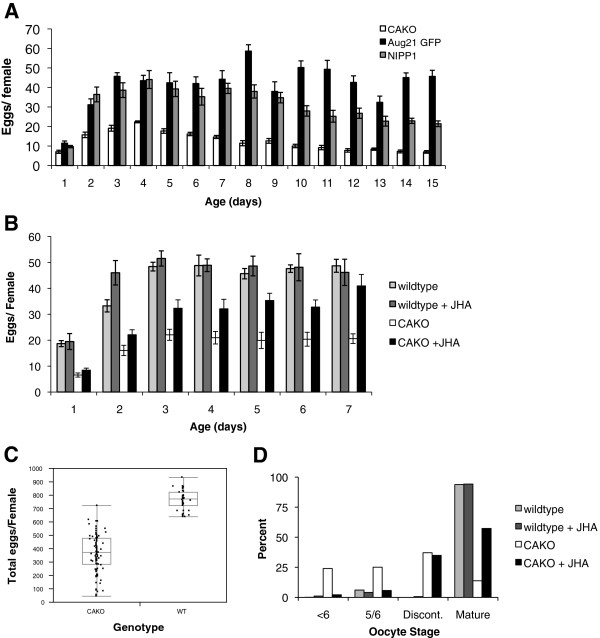
**Egg production in response to *corpora allata *knockout and rescue by JHA. A)** Daily per capita fecundity of mated females in cages. Control genotypes with intact *corpora allata*: *Aug21, GFP* and *UAS-NIPP1*. *Corpora allata* knockout (CAKO): *Aug21,GFP*; *UAS-NIPP1*. **B)** Daily per capita fecundity of mated females in cages: wildtype (*w*^*1118*^) and CAKO mated females exposed to vehicle control (EtOH) or to methoprene (JHA). In **(A)** and **(B)** error bars are standard deviation. **C)** Total eggs per mated, individually held females (age 2 to 10 days). Whisker plots show individual values, group means (wildtype, 764 eggs; CAKO, 365 eggs), one standard deviation (wildtype, 74 eggs; CAKO, 140.6 eggs) and range. **D)** Distribution of ovariole maturation scored by oocyte stage from mated females aged 10 days; wildtype and CAKO females, exposed to vehicle or JHA. The percentage is among ovarioles of one ovary, averaged among 842 (wildtype no JHA), 71 (wildtype with JHA), 849 (CAKO no JHA) and 780 (CAKO with JHA) females per group. Oocyte stage categories: <6, the most mature egg chamber in ovariole has no yolk; 5/6, the most mature egg chamber in ovariole has little yolk; Discont. (discontinuous), ovariole contains one mature (or hypertrophied mature) egg chamber but next most mature egg chamber contains no yolk (stage <6); Matureovariole has a continuous sequence of mature and maturing egg chambers with at least one chamber between stage 7 and 12.

In many insects, including Drosophila, JH modulates fecundity at least in part because the hormone is required to induce yolk proteins uptake into oocytes [37,38], while ecdysone produced from egg follicles induces yolk protein mRNA expressed in the fat body [2,3,7]. We found yolk protein mRNA (*yp1*, *yp2*, *yp3*) was reduced in CAKO females while treatment of these flies with JHA partially restored their yolk protein expression (Figure 3A-C). Likewise, wildtype females had mature ovarioles that contained previtellogenic egg chambers at stages 1 to 6, one or two yolk-containing egg chambers (stages 7 to 14) and a mature egg (Figure 2D). In contrast, ovarioles from CAKO females contained only previtellogenic egg chambers, or they were ‘discontinuous’ because they contained previtellogenic chambers with one mature egg. JHA treatment increased the proportion of mature ovarioles in CAKO females but did not affect the distribution of ovariole types in wildtype females. Together these data suggest that CAKO females have reduced fecundity because they have limited yolk protein. The discontinuous quality of CAKO ovarioles may arise because newly eclosed females possess enough JH at eclosion to initiate one mature egg but with allatectomy they cannot sustain vitellogenesis.

**Figure 3:**
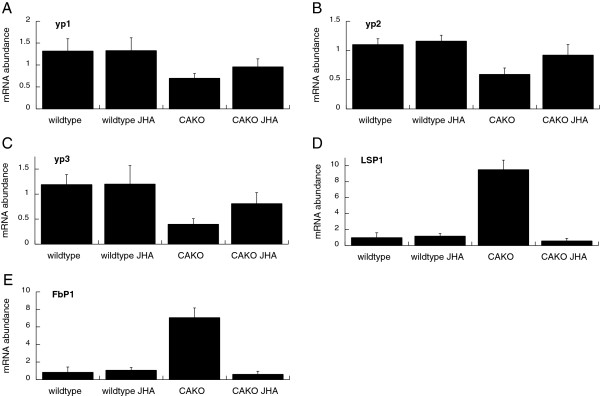
**mRNA abundance for fat body related genes.** All plots: wildtype (*w*^*DAH*^/*w*^*1118*^) relative to CAKO, and both genotypes exposed to vehicle (genotype name alone in label) or JHA; **A-C)** Yolk proteins (*yp1*, *yp2*, *yp3*), **D)** larval serum protein (*LSP1*), **E)** fat body protein 1 (*FbP1*). Error bars show 95% confidence intervals among three biological replicates.

Adult fat body is a major site of yolk protein synthesis. At emergence, Drosophila adults contain larval fat body [39]. This larval fat body undergoes histolysis in 24 to 48 hours in wildtype adults, while adult fat body develops from progenitor cells. Postlethwait and Jones [40] recognized that JH plays a role in larval fat histolysis. Here, we evaluated fat body status in 15-day-old females. Among 40 wildtype females all but one exclusively contained adult fat body. Among 91 CAKO females, 51 retained some larval fat body while 40 contained only adult fat body. On the other hand, 28 of 30 CAKO females treated with JHA contained only adult fat body. CAKO adults also expressed mRNA from genes that are characteristic of larval fat body, including larval serum protein 1 (*LSP1α*) and fat body protein 1 (*FbP1*) (Figure 3D,E). These larval-associated mRNA were repressed when CAKO females were treated with JHA soon after eclosion. The impaired fecundity and low expression of yolk protein mRNA of CAKO adults may arise in part because they delay full development of adult fat bodies. Treating CAKO adults with JHA induces the transition from larval to adult fat body and may thus facilitate yolk protein production and fecundity.

### CAKO extends lifespan independent of egg production

Surgical allatectomy extends lifespan in desert grasshoppers, monarch butterflies and the firebug *Pyrrhocoris apterus*[12-14]. In each case, life expectancy of adults treated with JH or JHA is reduced to that of sham-operated adults. While these results are robust, little is known about the mechanisms by which JH affects lifespan. Drosophila provides a tractable system to study potential mechanism, and CAKO offers a useful platform to describe how loss of JH modulates adult Drosophila lifespan.

The *Aug21,GFP* and *NIPP1* stocks were introgressed into two wildtype backgrounds. Survival of female offspring with the *Aug21,GFP; NIPP1* (CAKO) genotype were then compared to otherwise coisogenic parental genotypes and wildtype stocks (life table statistics in Additional file 1: Table S1). In the *w*^*1118*^ background, CAKO increased adult survival relative to all genetic controls (Figure 4A) by consistently reducing age-specific adult mortality (Additional file 2: Figure S1). Female longevity was likewise extended when CAKO was introgressed into the *white*-Dahomey (w^DAH^) wildtype background (Figure 4B, Additional file 2: Figure S1). Although the role of JH in males is generally enigmatic, CAKO was also sufficient to extend male lifespan (Additional file 3: Figure S2).

**Figure 4:**
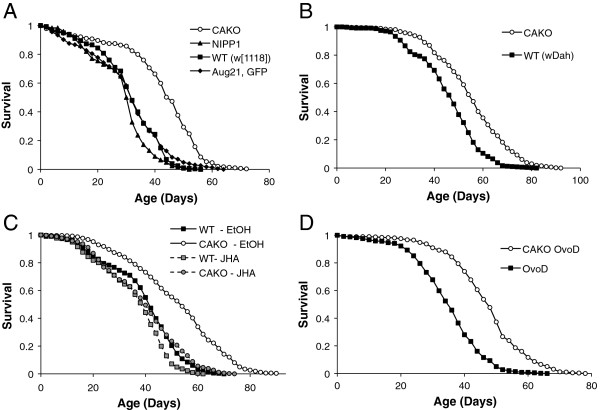
**Adult survival of control and CAKO genotypes, and response to JHA. A)** CAKO (in *w*^*1118*^ background) relative to three control genotypes with intact *corpora allata* (*Aug21, GFP*; *UAS-NIPP1*, wildtype (WT(*w*^*1118*^)). **B)** CAKO (in *w*^*DAH*^ background) relative to wildtype (*w*^*DAH*^). **C)** CAKO (in *w*^*DAH*^*/w*^*1118*^ background) exposed to vehicle (EtOH) relative to CAKO treated with JHA, and compared to wildtype (*w*^*DAH*^*/w*^*1118*^) with EtOH or JHA. **D)** CAKO (in *w*^*DAH*^/*w*^*1118*^ background) with *Ovo*^*D1*^ mutation relative to control *w*^*DAH*^/*w*^*1118*^ with *Ovo*^*D1*^ mutation; females of both cohorts produce no eggs. In each panel, CAKO overall mortality is significantly less than each control (log rank test, *P* < 0.0001) while there are no significant differences among controls within a trial.

To establish whether loss of JH upon allatectomy is sufficient to extend lifespan we exposed control and CAKO adult females to the JHA methoprene (Figure 4C). Longevity was extended in CAKO adults exposed to vehicle relative to similarly treated wildtype controls. Survival of CAKO flies exposed to JHA was reduced to that of wildtype flies with or without JHA. As seen with surgically allatectomized insects, the longevity benefit from genetically ablated CA in Drosophila is reversed by JHA. The observed gain in lifespan appears to be specifically caused by the loss of JH in CAKO adults.

Longevity is extended in many animals when fecundity is experimentally repressed, presumably by preventing physiological trade-offs between survival and egg production [41-43]. Reduced egg production is also a feature of insect reproductive diapause, a state induced in part by reduced JH synthesis [11,22,44]. Reproductive diapause slows aging in *Drosophila melanogaster* as it does in the endemic *D. triauraria* (Japan) and *D. littoralis* (Finland) [23,45,46]. Eliminating reproductive trade-offs may account for the increased longevity of CAKO. To test this hypothesis we backcrossed *Ovo*^*D1*^ into *w*^*1118*^ and generated *Ovo*^*D1*^; *Aug21, GFP*. *Ovo*^*D1*^ dominantly represses egg maturation by autonomously blocking oocyte progression at stages 2 and 3 [35]. This mutation has been used previously to demonstrate that Drosophila longevity assurance produced by dietary restriction is not caused by reduction in egg maturation [47]. Importantly, our data show that CAKO arrests oogenesis at the pre-vitellogenic check-point of stages 6 to 7 [37,38]. Both *Ovo*^*D1*^ and CAKO; *Ovo*^*D1*^ females are sterile because they arrest oocytes at stages 2 to 3; the oocyte arrest of *Ovo*^*D1*^ supersedes the later stage arrest of CAKO. In this way, both genotypes similarly avoid survival costs of reproduction associated specifically with egg production. All the same, sterile CAKO; *Ovo*^*D1*^ females remained long-lived relative to sterile *Ovo*^*D1*^ controls (Figure 4D). Avoiding costs of egg production does not fully account for the mechanism by which CAKO extends lifespan.

### CAKO independent of reproduction modulates somatically related genes

These results suggest that JH controls aging to some extent because it directly affects mechanisms of somatic survival. Dietary restriction is one process that may somatically control Drosophila longevity independent of egg production [47]. To test if reduced JH and dietary restriction mediate lifespan through common mechanisms, we measured lifespan of adults maintained on five diets ranging from 1.0% to 16% yeast. Median lifespan was increased in both wildtype and CAKO adults when the quantity of dietary yeast was reduced. The lifespan of CAKO was greater than that of wildtype at every diet level (Figure 5), and the magnitude of mortality differences between these genotypes was similar across all diets (Additional file 1: Table S1). Dietary restriction and CAKO thus appear to affect longevity through independent mechanisms.

**Figure 5:**
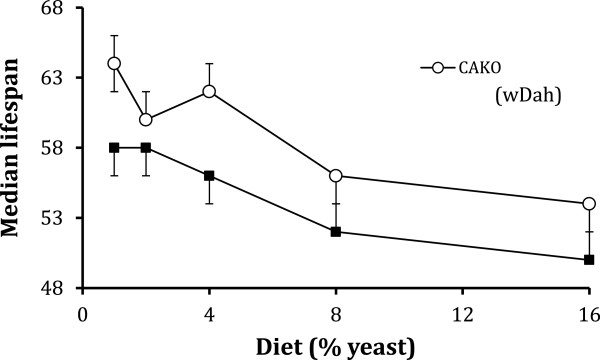
**Adult survival in response to dietary restriction.** CAKO and wildtype in *w*^*1118*^/*w*^*DAH*^ background. Median lifespan of female cohorts (upper and lower 95% confidence interval) maintained on sugar-cornmeal diets with yeast at 1%, 2%, 4%, 8% and 16%. Relative risk ratios (Cox proportional hazard mortality) do not statistically differ among flies at 2%, 8% and 16%, or among those at 1% and 4% (Additional file 1).

Extended longevity in Drosophila is often associated with resistance to exogenous stress [48]. Resistance to heat and oxidative stress is also a feature of Drosophila reproductive diapause, and this trait is blunted when adults are treated with JHA [23]. Gruntenko *et al*. [32] found allatectomized females, but not males, were resistant to heat stress. Here we see that CAKO extended survival in females exposed to H_2_O_2_ and this capacity was reduced when adults were simultaneously treated with JHA (Figure 6A). CAKO, however, did not increase survival when flies were starved, although starvation survival was reduced when CAKO and wildtype females were treated with JHA (Figure 6B).

**Figure 6:**
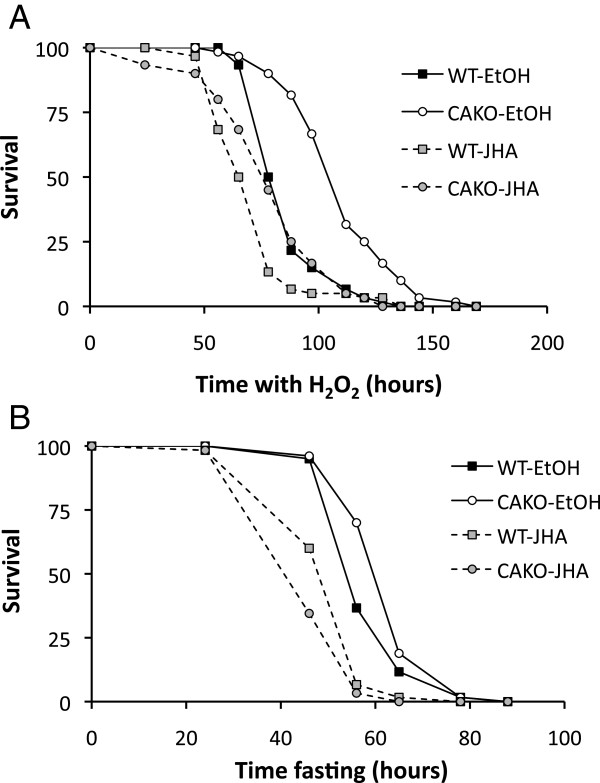
**Adult female stress survival.** CAKO and *w*^*1118*^/*w*^*DAH*^wildtypecontrol, treated with vehicle (EtOH) or JHA while **A)** exposed to hydrogen peroxide, or **B)** fasted.

CAKO thus appears to extend lifespan directly through effects upon somatic physiology, stress resistance or homeostasis rather than indirectly by avoiding costs of egg production. To identify somatic processes affected by JH independent of egg production, we compared gene expression profiles of CAKO females to expression profiles of wildtype controls, and we compared CAKO; *Ovo*^*D1*^ females to sterile *Ovo*^*D1*^ (intact CA) controls. These overlapping sets revealed 94 genes with changes correlated to longevity assurance but independent of reproductive state (Figure 7A,B). 

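The gene jhamt, which encodes the methyltransferase of the last step of JH synthesis in the corpora allata, checks the knockout on each array. Its log2 values were 4.61, 4.71 and 4.64 in wildtype and 3.26, 2.79 and 3.34 in CAKO, a 2.88-fold lower mean (log2 fold change -1.53, SE 0.22, adjusted p = 0.00213). In sterile females the values were 6.72, 6.66 and 6.56 with intact corpora allata and 3.75, 4.59 and 4.56 without, 5.08-fold lower (-2.34, SE 0.22, adjusted p = 4.87e-04). The germ line gene ovo checks the sterile genotype: it was 16.7-fold lower in OvoD1 than in wildtype (log2 fold change -4.06, SE 0.06, adjusted p = 9.60e-11). Each of the 4 genotypes was measured on 3 Affymetrix Drosophila 2.0 arrays (n = 3), and each array took RNA from 25 pooled whole females. The methods give an age of 14 days and the sample labels 15 days. The authors adjusted background by probe sequence with GC-RMA and deposited 1 log2 expression value per probe set and array. The lowest value, 2.13, is the floor of the background adjustment. Between 35.7% and 38.3% of the probe sets of an array lay at the floor, and array medians were 2.86 to 2.92. Replicate arrays of a genotype differed by a median of 0.04 to 0.08 log2 units. A linear model over all 12 arrays gave each log2 fold change and its standard error, and a gene was called at a two-sided adjusted p under 0.05 with a change of at least 1.5-fold. The 3 samples of a genotype are described as independent biological replicates, and where nothing else is stated the p-values measure the spread between them. Fisher's exact tests instead take genes as the units, so their p-values do not measure this spread. Genes measured on the same arrays are not independent of each other. The legend of Figure 7 places CAKO and wildtype in the wDAH background and the pair with OvoD1 in a mixed w1118 and wDAH background. The deposited design text instead gives the wildtype the mixed background as well, so the background of the fertile arrays is uncertain. By the legend, each knockout is measured against a control of its own background, and a difference between the pairs carries background together with fertility.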

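After knockout of the corpora allata 97 genes were higher and 62 lower in both fertile and sterile females, 159 genes in all. Cytochrome P450 genes, whose enzymes oxidize hormones and foreign compounds, made up 5 of the genes higher in both, out of 76 tested (Cyp12a5, Cyp305a1, Cyp309a1, Cyp313a1 and Cyp9b2; Fisher's exact test, two-sided, adjusted p = 0.0227), and 2 were lower in both (Cyp4ac3 and Cyp4ad1, adjusted p = 0.410). Among digestive proteases of the Jonah and trypsin families, Jon25Bi, Jon25Bii (sterile call lost without OvoD1 replicate 3, -3.93) and Jon99Fi were lower in both, 3 of 26 (Fisher's exact test, two-sided, adjusted p = 0.0145), and Ser6 and Try29F higher in both (adjusted p = 0.177). These members were named after their values were seen. The fertile comparison called 400 genes higher and 242 lower among 9969 tested, and the sterile comparison called 236 higher and 229 lower. Lists of these sizes drawn independently would share 9.47 genes higher and 5.56 lower (Fisher's exact test with genes as units, one-sided, p = 2.97e-75 and 5.92e-49). The genes higher in both were 24.25% of those higher in fertile females and 41.1% of those higher in sterile females, and for lower genes the shares were 25.6% and 27.1%. Opposite calls were few. The genes CG3857, Cyp6a20, Prx6c, Ugt302E1 and hll were higher in fertile and lower in sterile females, and CG10077 and Glut1 the reverse. These too were named after their values were seen, and the sterile calls of hll, Prx6c and Ugt302E1 were lost without 8, 8 and 3 single arrays (-1.37 to -0.88, -0.75 to -0.62 and -0.53 to -0.49). When the arrays were centred on muscle and photoreceptor genes, the counts became 292 higher and 577 lower in fertile females, 115 and 1006 in sterile females, and 52 and 201 in both, and with the methods' t-test adjusted over all probe sets 39 and 15 in both. The paper compares each knockout with a control of the same fertility and keeps the genes that change in the same direction in both pairs. It proposes that these genes are expressed in the soma, with changes that go with longevity assurance and are independent of reproductive state.

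**Figure D1:**
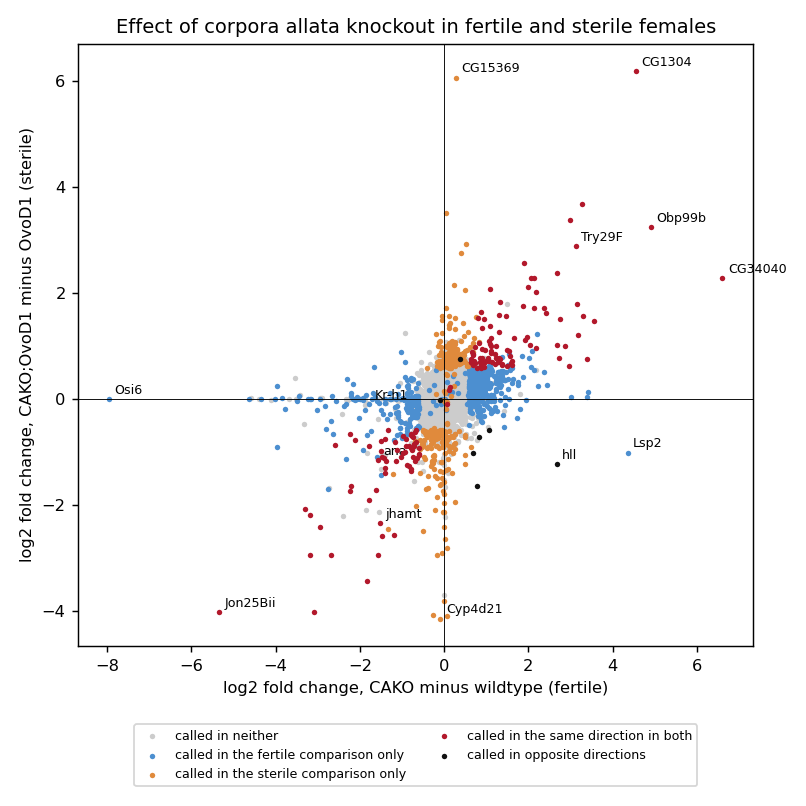
Log2 fold change after knockout in fertile females (horizontal) and sterile females (vertical) for 9969 genes. Each point is the gene's probe set with the highest mean, while the color uses the calls of all its probe sets.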

The genes are categorized into two groups. 

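Among genes higher after knockout in both reproductive states, CG1304, which by sequence encodes a serine protease, rose from 2.75 ± 0.21 to 7.31 ± 0.29 in fertile females (mean log2 value ± SD, n = 3 arrays), 23.5-fold (log2 fold change 4.55, SE 0.19, adjusted p = 2.91e-06). In sterile females it rose 72.4-fold, from 2.99 ± 0.30 to 9.17 ± 0.10 (6.18, SE 0.19, adjusted p = 5.52e-07), and the effect was larger there (interaction 1.62, adjusted p = 0.0118). Obp99b, an odorant-binding protein gene also expressed in fat body, rose 30-fold in fertile females, from 4.16 ± 0.65 to 9.07 ± 0.71 (4.91, SE 0.48, adjusted p = 2.49e-04), and 9.42-fold in sterile females, from 8.40 ± 0.73 to 11.64 ± 0.24 (3.24, SE 0.48, adjusted p = 0.00347). The uncharacterized gene CG34040 rose 97.6-fold in fertile females (6.61, SE 0.32, adjusted p = 7.31e-06) and 4.86-fold in sterile females (2.28, SE 0.32, adjusted p = 0.00275), with a smaller effect in the sterile pair (interaction -4.33, adjusted p = 0.00159). The serine protease genes Try29F and Ser6 rose 8.75-fold and 4.56-fold in fertile females (adjusted p = 4.67e-05 and 1.14e-05) and 7.36-fold and 4.05-fold in sterile females (adjusted p = 1.77e-04 and 3.35e-05). The P450 gene Cyp309a1 rose 9.92-fold in fertile females and 2.94-fold in sterile females, and Cyp313a1 rose 5.31-fold and 3.06-fold (adjusted p between 1.31e-05 and 0.00496). CG6012, a gene with little known function, rose 9.71-fold and 12.8-fold. The adult cuticle gene Acp65Aa rose 4.18-fold in fertile and 4.9-fold in sterile females (adjusted p = 0.00162 and 0.00162). The glycosyltransferase gene Ugt37A2 rose 3.93-fold and 2.25-fold. Of the 52 genes of Group 1, 46 were named here, and 39 of these were called higher in both comparisons. Adjusted over the list alone 40 were called, a count that is not independent evidence because the list was chosen on these arrays.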

Group 1 includes transcripts that increase in CAKO and reflect genes that are normally repressed by JH in wildtype flies (Figure 7: JH repressed) (Additional file 4: Table S2). The induction of these genes is positively correlated with longevity extension; these genes thus contain candidates that confer longevity assurance. 

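Among genes lower after knockout in both reproductive states, Jon25Bii, a midgut serine protease of the Jonah family, fell from 9.29 ± 1.00 to 3.95 ± 0.90 in fertile females (mean log2 value ± SD, n = 3 arrays; log2 fold change -5.34, SE 0.83, adjusted p = 0.00292) and from 11.76 ± 0.17 to 7.74 ± 1.64 in sterile females (-4.02, SE 0.83, adjusted p = 0.0157). Its sterile call was lost without OvoD1 replicate 3 (-3.93), with array weights and in a fit of only 2 groups. The neighboring gene Jon25Bi was 9.05-fold lower in fertile (-3.18, SE 0.57, adjusted p = 0.00599) and 7.66-fold lower in sterile females (-2.94, SE 0.57, adjusted p = 0.0121), where array weights also ended the call. The gene ana, which encodes a secreted glycoprotein that holds larval neuroblasts in arrest, was 2.98-fold lower in fertile females, 8.18 ± 0.15 against 6.60 ± 0.22 (-1.58, SE 0.12, adjusted p = 8.57e-05), and 2.22-fold lower in sterile females, 9.91 ± 0.08 against 8.76 ± 0.16 (-1.15, SE 0.12, adjusted p = 8.61e-04). No difference between the states was called for ana (interaction 0.43, adjusted p = 0.237). The hairpin RNA gene hpRNA:CR33940, a source of small interfering RNA, was 8.49-fold lower in fertile females (adjusted p = 5.95e-04) and 16.1-fold lower in sterile females (adjusted p = 3.17e-04). CG2772 was 3.57-fold and 10.8-fold lower, and CG5246 6.42-fold and 7.71-fold lower. Lsd-1, which encodes a perilipin on the surface of lipid droplets, was 1.63-fold lower in fertile (adjusted p = 0.00587) and 1.85-fold lower in sterile females (adjusted p = 0.00299). Of the 42 genes of Group 2, 38 were named here, and 31 of these were called lower in both comparisons. Adjusted over the list alone the count was 34, which again is not independent evidence.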

Group 2 includes transcripts that decrease in CAKO and thus reflect genes that are otherwise induced in animals with intact *corpora allata* (Figure 7: JH induced) (Additional file 4: Table S2). Group 2 genes reflect genes that are associated with pro-aging processes. Besides representing different individual genes, these groups also differ in their biological functions represented through Gene Ontology (Figure 7C) where genes induced by JH involve processes of protein digestion or catabolism while those repressed by JH are statistically associated with oxidative reduction and substrate transport.

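Digestive proteases of the Jonah and trypsin families changed in both directions. Of 26 genes, 4 rose (Jon74E, Ser6, Try29F and iotaTry) and 4 fell (Jon25Bi, Jon25Bii, Jon99Fi and epsilonTry) in fertile females, with 6 rising and 5 falling when adjusted over the list alone. In sterile females 2 rose and 5 fell (Jon25Bi, Jon25Bii, Jon65Ai, Jon99Ci and Jon99Fi, with Jon25Bii lost without OvoD1 replicate 3 at -3.93), and the same counts held over the list alone. Falling genes were overrepresented in both comparisons (Fisher's exact test, two-sided, adjusted p = 0.0285 in fertile and 0.00183 in sterile females). No shift of the family in 1 direction was called (camera, two-sided, adjusted p = 0.771 and 0.229), while a test for changes in either direction passed (fry, mixed, adjusted p = 1.06e-09 and 2.51e-09). Members outside the naming rule were named after their values were seen. Of 76 cytochrome P450 genes, 24 rose and 3 fell in fertile females, the same counts over the list alone. Cyp28d1 rose 3.39-fold (adjusted p = 1.44e-05) and Cyp4e3 rose 4.07-fold (adjusted p = 0.00212). The P450 genes were higher as a list (camera, two-sided, adjusted p = 2.25e-08, and adjusted p = 0.296 with an estimated correlation), with a median log2 fold change of 0.18 that became -0.01 when the arrays were centred on muscle and photoreceptor genes. In sterile females 8 rose and 9 fell, and 8 and 8 over the list alone (Fisher's exact test, two-sided, adjusted p = 0.0111 for rising and 7.68e-04 for falling genes; camera, adjusted p = 0.118). Cyp6a17, whose loss changes temperature preference in flies, rose 7.56-fold there (adjusted p = 5.74e-04). The median was 0.13 in the sterile pair and -0.17 with that centring. That setting moves every effect alike, by -0.19 in the fertile and -0.30 in the sterile pair, while median centring moves them by -0.01 and -0.03. Glutathione S-transferases, which conjugate oxidized compounds, included 5 genes that rose among 33 in fertile females (GstE2, GstE7, GstO2, GstT4 and GstZ2; 4 over the list alone; Fisher's exact test for rising genes, two-sided, adjusted p = 0.0486; camera, adjusted p = 0.0663), with a median of 0.10, or -0.09 with the same centring. In sterile females GstE1 rose (lost without OvoD1 replicate 3, 0.58) while GstD10 and GstE14 fell, with the same counts over the list alone (camera, adjusted p = 0.0601). UDP-glycosyltransferases split by state: of 34 genes 5 rose and 2 fell in fertile females (6 and 2 over the list alone; Fisher's exact test for rising genes, two-sided, adjusted p = 0.0486), and 2 rose and 6 fell in sterile females (3 and 6 over the list alone; Fisher's exact test for falling genes, two-sided, adjusted p = 9.72e-04). Their interaction was lower as a list (camera, two-sided, adjusted p = 0.0228, and adjusted p = 0.536 with an estimated correlation). Odorant-binding proteins, small secreted carriers of hydrophobic ligands, had 6 genes that rose and 1 that fell among 36 in fertile females (7 and 1 over the list alone; camera, adjusted p = 0.0199, and adjusted p = 0.554 with an estimated correlation). Their median was 0.03, or -0.16 with the centring on muscle and photoreceptor genes. Obp44a rose 2.74-fold in fertile females and Obp56a 2.89-fold. In sterile females 3 odorant-binding protein genes rose and 2 fell (3 and 3 over the list alone). Genes of lipid storage and fatty acid metabolism, 16 in number, had 2 that rose and 1 that fell in fertile females (1 and 1 over the list alone; camera, adjusted p = 0.542). In sterile females 5 of them fell (AkhR, Lip4, Lsd-1, Lsd-2 and whd, where Lsd-2 was lost without OvoD1 replicate 1 at -0.52; 4 over the list alone; camera, two-sided, adjusted p = 3.15e-05, and adjusted p = 0.281 with an estimated correlation).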

**Figure 7:**
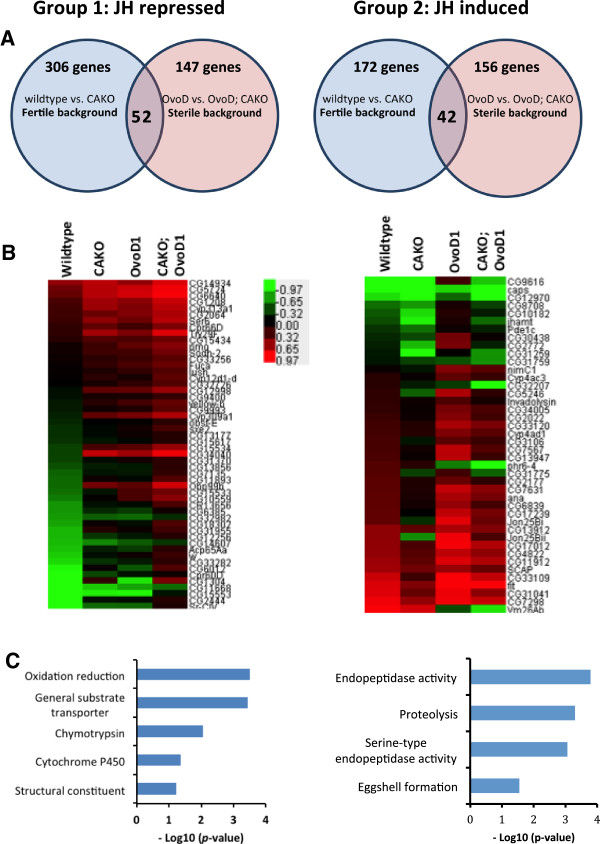
**mRNA abundance from females with and without *corpora allata*, and interactions with dominant sterile*Ovo***^***D1***^**.** CAKO and wildtype are in *w*^*DAH*^ background. *Ovo*^*D1*^ and CAKO; *Ovo*^*D1*^ are in *w*^*1118*^/*w*^*DAH*^ background. **A)** Group 1; genes repressed by JH: mRNA of 52 genes induced in females without *corpora allata* (CAKO) in both the fertile and sterile (*Ovo*^*D1*^) genotypes. Group 2; genes induced by JH: mRNA of 42 genes decreased in females without *corpora allata* (CAKO) in both the fertile and sterile (*Ovo*^*D1*^) genotypes. **B)** Heat map of overlap genes within each group. **C)** Gene Ontology for most enriched categories within each group.

To validate this analysis for a sample of genes, we conducted real time quantitative PCR from CAKO and wildtype females in both sterile (*Ovo*^*D1*^) and fertile genetic backgrounds, and when fertile flies were treated with JHA (Figure 8). From Group 1, we tested *Obp99b*. mRNA of *Obp99b* was increased by allatectomy in both reproductive states (Figure 8A), and this expression was repressed when females were treated with JHA (Figure 8B). *Obp99b* is an odorant binding protein expressed in antennae and in fat body, and its expression was previously identified as JH-responsive in allatectomized larvae [31]. Some odorant receptor proteins can modulate Drosophila aging; mutants of *Orb83b* extend lifespan and enhance stress resistance [49]. *Obp99b* was also independently identified as a candidate gene to affect longevity in a mapping analysis of wildtype Drosophila [50].

**Figure 8:**
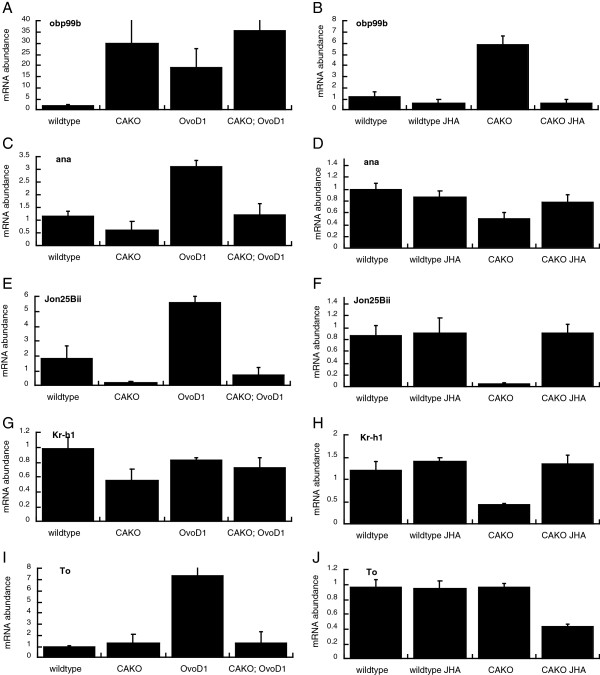
**mRNA abundance via qPCR for genes responsive to CAKO and JHA.** Left column: CAKO and wildtype in *w*^*1118*^/*w*^*DAH*^ background, *Ovo*^*D1*^ and CAKO; *Ovo*^*D1*^ in *w*^*1118*^/*w*^*DAH*^ background. Right column:wildtype (*w*^*1118*^/*w*^*DAH*^) relative to CAKO; exposed to vehicle (genotype name alone in label) or JHA. **A**, **B) ***Odorant binding protein 99b* (*Obp99b*). **C**, **D) ***Anachronism* (*ana*). **E**, **F) ***Johan 25Bii* (*Jon25Bii*). **G**, **H) ***Krupple homolog 1* (*Kr-h1*). **I**, **J) ***Takeout* (*to*). Error bars show 95% confidence intervals.

Among genes induced by JH and associated with a pro-aging state (Group 2), we confirmed the expected mRNA responses for *Jon25Bii* and *ana* (Figure 8C-F). The gene *anachronism* (*ana*) encodes a secreted glycoprotein that participates in neuroblast development, neuromuscular function and wing development [51]. *Jon25Bii* is a predicted endopeptidase expressed abundantly in the midgut and is associated with Drosophila immune and xenobiotic responses [52,53]. *Jon25Bii* and *ana* have been identified as factors expressed in a fly model of mitochondrial disease [54]; they may contribute to aging by facilitating mitochondria functions that reduce survival [55].

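Osi6, of the Osiris family of insect membrane proteins, was expressed in wildtype at 10.09 ± 0.82 (mean log2 value ± SD, n = 3 arrays) and at the floor in CAKO, OvoD1 and CAKO;OvoD1, at least 248-fold lower after knockout in fertile females (log2 fold change -7.95, SE 0.32, adjusted p = 2.49e-06), while at the floor of both sterile genotypes an effect could not be measured. Lsp2, which encodes a larval storage hexamerin of the fat body, rose 20.5-fold in fertile females, from 3.84 ± 0.63 to 8.20 ± 0.26 (4.36, SE 0.30, adjusted p = 4.14e-05), and was not called in sterile females, 14.07 ± 0.10 against 13.06 ± 0.38 (-1.01, SE 0.30, adjusted p = 0.0708; interaction -5.37, adjusted p = 4.08e-04), where it was lower when adjusted over the list of larval storage genes alone. Cyp4d21, a P450 gene of the head fat body under sex-determination control, was 17.6-fold lower after knockout in sterile females, 7.88 ± 0.25 against 3.74 ± 0.54 (-4.14, SE 0.24, adjusted p = 3.35e-05), and lay near the floor in wildtype and CAKO (2.35 ± 0.05 and 2.26 ± 0.07), where a fall could not be measured. CG15369 rose in sterile females from 4.67 ± 1.71 to 10.74 ± 0.55 (6.06, SE 0.70, adjusted p = 0.0011; interaction 5.78, adjusted p = 0.0135) and stayed near the floor in fertile females. Eggshell genes, which follicle cells express late in oogenesis, were lower in fertile CAKO: 8 of 18 fell, 17 when adjusted over the list alone, with a median log2 fold change of -2.07 (camera, two-sided, adjusted p = 5.93e-08, and adjusted p = 0.554 with an estimated correlation). Vm32E, a vitelline membrane gene, was 3.78-fold lower (-1.92, SE 0.30, adjusted p = 0.00326), and the chorion gene Cp16 was lower by 4.65-fold (adjusted p = 0.0164; lost without wildtype replicate 3, -1.99). The calls of Cp7Fc (-3.86) and Vm34Ca (-1.18) were lost without any of 9 and any of 8 single arrays (-4.16 to -3.57 and -1.28 to -0.94), while centring on the array median called 14 of the 18. The CAKO arrays lay far apart for the chorion genes Cp15 (7.33, 10.98 and 13.31) and Cp36 (9.85, 14.10 and 10.35, against 13.92, 14.00 and 15.12 in wildtype), which were not called over all genes. All 18 were already lower in OvoD1 than in wildtype, and 8 lay within 1.5-fold of the floor there, where a fall could not be measured. In sterile females Vm34Ca was called lower, also over the list alone. The yolk protein genes Yp2 and Yp3 fell in fertile females (-0.68, adjusted p = 0.00591, lost without wildtype replicate 3 at -0.57, and -0.67, adjusted p = 9.74e-04), 2 of 3 genes with the same count over the list alone, at a median of -0.67 (camera, two-sided, adjusted p = 0.0155, and adjusted p = 0.554 with an estimated correlation). Their sterile changes were not called (-0.30, adjusted p = 0.161 and -0.26, adjusted p = 0.0872). Other genes with a fertile response alone were CG13311 (3.40, adjusted p = 3.00e-04; interaction -3.35, adjusted p = 0.0063) and CG15254 (3.42, adjusted p = 7.00e-05; interaction -3.29, adjusted p = 0.00209). CG13403 fell in sterile females (-4.08, adjusted p = 6.38e-07) and, like Cyp4d21, lay near the floor in fertile females. Genes with a sterile response alone included the germ line gap junction gene zpg (-1.13, adjusted p = 0.00238; interaction -1.23, adjusted p = 0.0153) and whd, which encodes the mitochondrial carnitine palmitoyltransferase (-0.60, adjusted p = 0.0039; interaction -0.95, adjusted p = 0.00493). The chaperone genes DnaJ-1 and Hsp26 rose in sterile females (1.23 and 0.96), 2 of 7 heat shock genes with the same count over the list alone, at a list median of 0.23 that became -0.08 when the arrays were centred on muscle and photoreceptor genes (camera, two-sided, adjusted p = 0.0086, and adjusted p = 0.281 with an estimated correlation). Over all genes the interaction was called positive for 144 and negative for 233, and for 153 negative without CAKO replicate 1. In 19 of the positive and 20 of the negative cases the control of the pair without a fall lay within 1.5-fold of the floor, so these do not show a difference between the states.

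**Figure D2:**
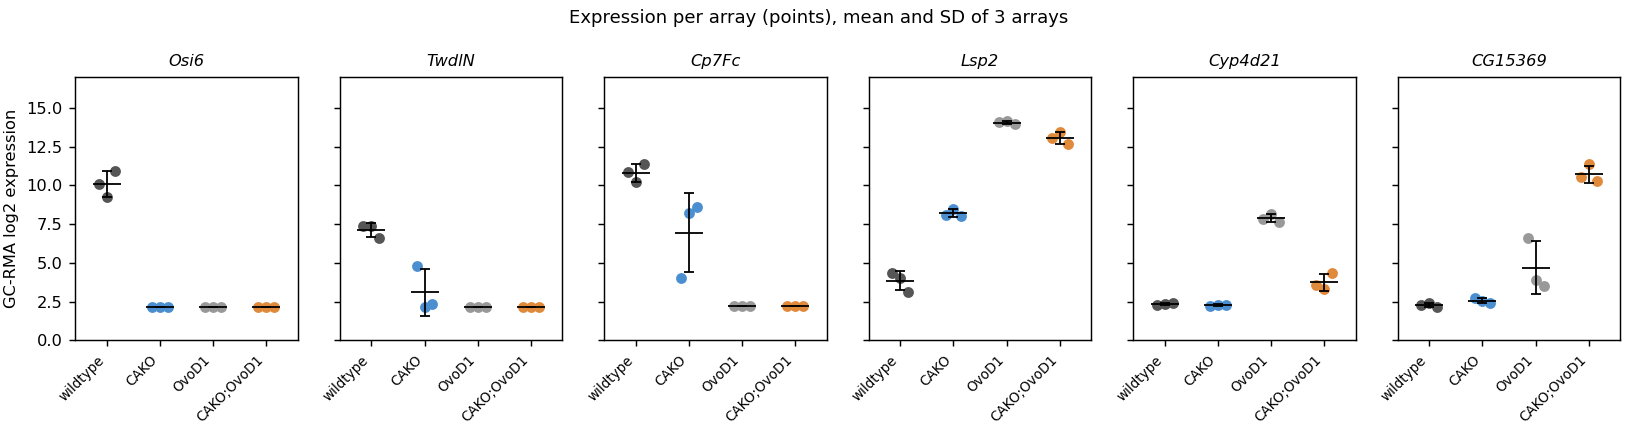
Log2 expression on each array for genes called in 1 reproductive state. Bars give mean and SD of 3 arrays.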

Besides factors in these overlap groups, several genes of special interest changed in response to CAKO but only in one reproductive condition (Additional file 5: Table S3). *Kruppel homolog 1* (*Kr-h1*) is a JH-regulated zinc-finger transcription factor where it functions in processes such as metamorphosis, neurogenesis and foraging behavior [56-59]. In our arrays and confirmatory qPCR, mRNA for *Kr-h1* decreased in CAKO females of the fertile background exclusively, and this response was reversed by JHA treatment (Figure 8G,H). 

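Kr-h1, which encodes a zinc finger transcription factor induced by JH, fell from 9.41 ± 0.54 in wildtype to 7.64 ± 0.11 in CAKO (mean log2 value ± SD, n = 3 arrays), 3.42-fold (log2 fold change -1.77, SE 0.23, adjusted p = 0.00106). In sterile females it was not called, at 9.21 ± 0.15 with intact corpora allata and 9.10 ± 0.13 without (-0.10, SE 0.23, adjusted p = 0.863). The effects differed between the states (interaction 1.67, SE 0.32, adjusted p = 0.0209), and the interaction call was lost without CAKO replicate 1 (1.61), OvoD1 replicate 2 (1.62) or OvoD1 replicate 3 (1.64). The list of JH synthesis, breakdown and response genes held 14 members. In fertile females br, an ecdysone-response transcription factor gene, fell along with jhamt and Kr-h1, and JhI-26 rose (0.62, adjusted p = 0.00716, lost without wildtype replicate 1 at 0.56 and CAKO replicate 1 at 0.55). The gene br was called through a probe set other than the one with the highest mean (-1.12, adjusted p = 0.0108). Counts over the list alone do not use that probe set. Adjusted over the list alone, 1 rose and 2 fell (Fisher's exact test for the 3 falling genes called over all, two-sided, adjusted p = 0.0285; camera, two-sided, adjusted p = 0.286). In sterile females jhamt and Cyp6g2 fell, also over the list alone, and the call of Cyp6g2 was lost without OvoD1 replicate 2 at -0.48 (camera, adjusted p = 0.0753).

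**Figure D3:**
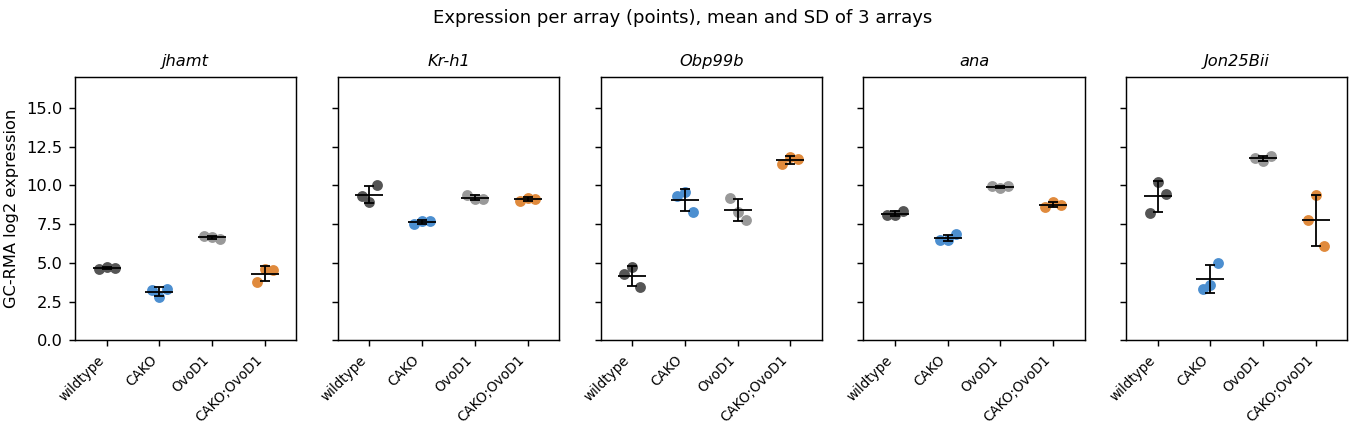
Log2 expression on each array of jhamt, Kr-h1, Obp99b, ana and Jon25Bii. Bars give mean and SD of 3 arrays.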

The gene *takeout* is a small peptide with sequence similarity to *Manduca sexta* juvenile hormone binding protein [60,61], although functional studies in Drosophila have yet to confirm JH binding for the Takeout protein. Bauer *et al*. [62] report that *takeout* is up-regulated in experimental conditions that extend Drosophila lifespan, and transgenic over-expression of *takeout* is sufficient to extend lifespan. The longevity benefit of *takeout* overexpression is repressed when flies are treated with JHA (methoprene), and JHA increases *takeout* mRNA in wildtype flies [60]. In our analysis, however, (Figure 8I,J), mRNA of *takeout* does not differ among wildtype and CAKO, but it is strongly elevated in *Ovo*^*D1*^, and this difference is eliminated in allatectomized *Ovo*^*D1*^ females. We find no effect of JHA treatment upon *takeout* mRNA abundance in either wildtype or CAKO genotypes. The regulation of *takeout* by JH appears to be complex and must depend on uncontrolled factors that differ among these studies.

Ubiquitously expressed mutations of the insulin/IGF signaling system in Drosophila extend lifespan and reduce the production of JH from adult *corpora allata*[21,36]. On the other hand, an inverse interaction between JH and insulin signaling was seen in *Tribolium castaneum* where reduced JH promoted expression of insulin-like peptides [59]. Here we see that eliminating adult JH in Drosophila does not affect abundance of *dilp2* or *dilp3* mRNA (Figure 9A,B). Abundance of *dilp5* mRNA decreases with CAKO in the sterile *Ovo*^*D1*^ background, but not in fertile flies (Figure 9C). In contrast, *dilp6* mRNA declines strongly in CAKO adults in the fertile background, while *dilp6* mRNA is already low in all sterile *Ovo*^*D1*^ females. *dilp6* is predominantly expressed in adult fat body unlike neuron-expressed *dilp2*, *dilp3* and *dilp5*[63]. Overall, these data suggest that the impact of JH on aging is distal to longevity-regulatory *dilp2,* while JH contributes to the expression of *dilp6*, perhaps through its control of adult fat body.

**Figure 9:**
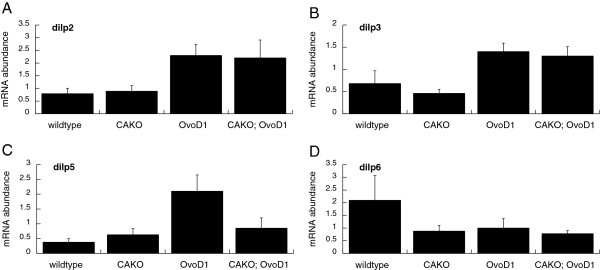
**mRNA abundance of Drosophila insulin-like peptides (*dilp*) in response to CAKO while interacting with*Ovo***^***D1***^**.** CAKO and wildtype are in *w*^*1118*^/*w*^*DAH*^ background. *Ovo*^*D1*^ and CAKO; *Ovo*^*D1*^ are in a *w*^*1118*^/*w*^*DAH*^ background. **A) ***dilp2*. **B) ***dilp3*. **C) ***dilp5*. **D) ***dilp6*. Error bars show 95% confidence intervals.

## Conclusions

Juvenile hormone is an integrator of insect development, physiology and life history. In adult insects JH modulates alternative states of active reproduction versus dispersal, reproductive diapause and torpor [8]. JH supports the reproductive state in part by inducing fatty acid oxidation [64], and yolk protein uptake [4,5,7]. In contrast, JH is reduced during adult reproductive diapause or torpor. Such adults can be migratory [63], express lipogenic enzymes, accumulate lipids and triglycerides [64,65], resist exogenous stress, and live a relatively long time [12,46,66]. Many features of these syndromes appear in Drosophila, where adults in reproductive diapause have reduced titers of JH and increased triglycerides, glycogen, stress resistance and lifespan [22,23,67-70]. Our current work establishes that reduced JH is sufficient to extend Drosophila lifespan. Allatectomy increases Drosophila lifespan and this survival benefit is reduced by treatment with JHA. Although allatectomy also reduces fecundity in a JHA sensitive manner, the longevity of allatectomized adults is still expressed in otherwise sterile females. At a physiological level, JH appears to independently modulate egg production and survival. Under some ecological conditions a trade-off may occur between these fitness traits, and in this way selection would favor juvenile hormone-mediated pleiotropy between reproduction and aging. 

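A few genes that muscle and fat body express were called in both reproductive states on the whole-female arrays. Among 17 muscle structural genes, TpnC4, a troponin C gene, was 2.13-fold higher after knockout in fertile females (log2 fold change 1.09, SE 0.13, adjusted p = 6.41e-04) and 2.05-fold higher in sterile females (1.03, SE 0.13, adjusted p = 0.00136; n = 3 arrays per genotype). Act79B, an actin gene of adult tubular muscle, was higher in both as well (0.84 and 0.78), which makes 2 of 17 higher in both (Fisher's exact test, two-sided, adjusted p = 0.104). The sterile call of Act79B was lost with centring on muscle and photoreceptor genes. That setting scales the arrays by this list itself and so cannot test its rise. The muscle list had 3 genes higher in fertile females (4 over the list alone, median 0.22; camera, two-sided, adjusted p = 6.69e-04, and adjusted p = 0.554 with an estimated correlation) and 3 in sterile females (3 over the list alone, median 0.33; camera, adjusted p = 3.15e-05, and adjusted p = 0.613 with an estimated correlation). Sex-biased fat body genes numbered 5. Among them fit, a female-biased gene of the head fat body, was 4.65-fold lower in fertile (-2.22, SE 0.31, adjusted p = 0.00173) and 3.1-fold lower in sterile females (-1.63, SE 0.31, adjusted p = 0.0116; lost with array weights), and sxe2, a lipase-like gene, was higher in both (0.91, adjusted p = 0.00862 and 1.33, adjusted p = 0.00203). The sex-determination gene dsx was lower in fertile females (-1.02, adjusted p = 0.00132). The same counts of 1 higher and 2 lower held over the list alone in fertile females (Fisher's exact test for lower genes, two-sided, adjusted p = 0.0302; camera, adjusted p = 0.258), and the sterile pair had 1 higher and 2 lower with and without that adjustment (Fisher's exact test for lower genes, adjusted p = 0.0236; camera, adjusted p = 0.467). Of 10 hemocyte genes 4 were higher and 1 lower in fertile females (5 and 1 over the list alone; Fisher's exact test for higher genes, two-sided, adjusted p = 0.00597), and the list as a whole was not called (camera, two-sided, adjusted p = 0.313). The fertile calls of NimC1, the lower gene, and of PPO1 were lost without any of 3 (-0.57 to -0.56) and any of 4 single arrays (0.90 to 1.00). In sterile females NimC1 alone fell, also over the list alone (camera, adjusted p = 0.291). The 31 female germ line genes had a median change of -0.04 in fertile females with 0 called by limma and 3 past an unadjusted p of 0.05. In sterile females AGO3, alphaTub67C, tej and zpg fell (5 over the list alone; camera, two-sided, adjusted p = 0.00777, and adjusted p = 0.637 with an estimated correlation; 0.299 with centring on muscle and photoreceptor genes), and the call of tej was lost without OvoD1 replicate 1 or 3 or CAKO;OvoD1 replicate 1 or 3 (-0.86 to -0.75).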

Hodkova [14] makes a similar argument for *Pyrrhocoris apterus* where surgical allatectomy extends lifespan in both fertile and surgically sterilized females*.* Our microarray analysis demonstrates there are at least some direct somatic physiological targets of JH that may be independent of its effects upon reproduction. This gene set provides a platform for hypotheses on how JH may mechanistically control longevity assurance.

## Methods

### Drosophila strains and culture

*UAS*-*NIPP1* (LA346) was provided by L. Alphey (Oxford University, Oxford, UK). The wildtype stock *w*^DAH^ was provided by the laboratory of L. Partridge (University College London, UK). *Aug21-Gal4* (*w*[*]; P{*w*[+mW.hs] = GawB}*Aug21/CyO*), *w*^1118^, *Ovo*^*D1*^ (*Ovo*^*D1*^*v*^*24*^/C(1)DX, *y*^*1*^*w*^*1*^*f*^*1*^) and *UAS-GFP* were obtained from Bloomington Stock Center, Indiana University, Bloomington, IN, USA. All UAS- and Gal4- lines in this study were backcrossed to *w*^DAH^ and *w*^1118^ backgrounds for six generations. The *Aug21-Gal4* and *UAS-GFP* were recombined to form the stock *Aug21,GFP.*

Flies were maintained at 25°C, 40% relative humidity and 12 h light:12 h dark. Stocks were reared at 25°C in standard lab food media (cornmeal (5.2%), sugar (11.0%), autolyzed yeast (2.5%; SAF brand, Lesaffre Yeast Corp., Milwaukee, WI, USA.), agar (0.79%) (w/v in 100 mL water) with 0.2% Tegosep (methyl4-hydroxybenzoate, Sigma, St Louis, MO, USA). Media for adults used this standard diet except with yeast concentrations as indicated at 1%, 2%, 4%, 8% and 16% w/v.

### *Corpora allata* ablation and juvenile hormone measure

*Corpora allata* (CA) were ablated by crossing female *UAS*-*NIPP1* to males of *Aug-21, GFP*. Flies were reared at 29°C until eclosion at which time they were maintained at 29°C as adults for two days (except as noted in the validation studies) and then transferred to 25°C for phenotype studies; these adults are designated as *Corpora Allata* Knock Out (CAKO).

To validate the efficiency of the tissue knockout we dissected control (15 of each sex) and CAKO (50 of each sex) adults, (both genotypes maintained at 29°C), at 24 hours post-eclosion to visualize the GFP signal at the *corpora allata*. Wildtype adults showed strong GFP florescence in large, full cells (as in Figure 1A) while all CAKO males and females either showed no (71 cases) or very faint (29 cases) florescence. To confirm how this reduction in *corpora allata* tissue affected its hormone secretion, we directly measured total juvenile hormone titers from whole adult females after 12 h at 29°C. A total of 25 replicates of 75 females for each genotype was collected at 12 h post eclosion and weighed (wet mass). Samples were added to 1.5 ml 90% HPLC grade methanol and frozen at −80°C until analysis. JH was then hexane extracted, column purified and converted to a d_3_-methoxyhydrin derivative. Total JH was then measured with a GC-MS coupled to mass selective detector/detection software (MSD/MDS) at Arizona State University [65,67]. Assays were conducted on an HP 6890 Series GC (Hewlett Packard, Palo Alto, CA, USA) equipped with a 30 m _ 0.25 mm CarbowaxEcono-Cap GC column (Alltech, Fresno, CA, USA) coupled to an HP 5973N inert mass selective detector/detection software (MSD/DS). This detection method provides high resolution between small quantities of the hormone. After purification and derivatization, JH form was identified by running analysis in SCAN mode and monitoring for known signatures of JHI (m/z 90 and 239), JHII (m/z 90 and 225), and JHIII (m/z 76 and 225) [66]. Subsequent samples were analyzed using the MSD/DS running in SIM mode, with monitoring of m/z 76 and 225 to insure specificity to JHIII. Total abundance was calculated against a standard curve for JHIII [65].

### Juvenile hormone analog treatment

Adult flies were exposed to the juvenile hormone analog methoprene (JHA) or EtOH vehicle control beginning at 12 h post eclosion and throughout the duration of each experiment, with fresh solutions provided every two days. Methoprene (Sigma: PESTANAL, racemic mixture) was diluted to 0.02 μg in 1 μl ethanol (100%). A total of 10 μl of solution was applied upon a cotton bud suspended in the experimental fly bottle or sealed demography cage.

### Lifespan

Newly eclosed adults were collected, transferred to bottles with fresh medium and kept at 29°C until 48 hours old. At 48 hours adults were sorted under light CO_2_ and transferred to demography cages maintained at 25°C at an initial density of 125 adults (single sex) per cage. Demography cages were 1L food service containers with a screen lid, aperture to remove flies and a passage-tube to a removable, standard food vial. Unless noted, food vials of demography cages contained standard sugar-cornmeal-2.5% yeast diet. Three to five replicate cages were initiated for every genotype or treatment cohort. Cages were maintained at 25°C with 40% relative humidity and 12 h light:12 h dark. Food was changed every two days, at which time dead flies were removed from each cage and counted.

Life tables were constructed by the extinct cohort method, combining data from all cages in a genotype or treatment group. Survival effects were analyzed within each experimental period using the log-rank test. Mortality rate (*μ*_x_) was calculated as ln(−ln(1-*q*_*x*_)) where *q*_*x*_ is age-specific mortality. Mortality rate was plotted for each cohort to confirm that survival differences reflect effects upon demographic aging as reflected by consistent differences in the progressive age-dependent risk of death.

### Stress assays

Five-day-old females were used to assess starvation and oxidative stress resistance. To assess starvation resistance, flies were transferred into glass vials containing 0.8% agar (with or without 0.1 μg methoprene/vial). Dead flies were counted twice a day. To assess oxidative stress resistance, flies previously maintained on regular media were transferred to glass vials containing 0.8% agar containing 5% sucrose and 5% H_2_O_2_ (with or without 0.1 μg methoprene/vial). Dead flies were counted twice a day. In both assays, about 80 females were distributed among eight test vials per treatment. Survival was analyzed by the log-rank test.

### Fecundity and ovariole staging

Fecundity of grouped females was measured across five replicate demography cages (20 females/cage) with 5 cm (dia) agar-plates attached to the terminal end of the food tubes. Females were housed with 20 wild-type *w*^*1118*^ males. Agar juice plates were supplemented with yeast paste and changed twice a day at which time eggs were counted. Dead females were removed and counted daily. Fecundity was calculated daily as total eggs/number living females, averaged across cages. Individual females were placed in vials with two *w*^*1118*^ males containing green-colored fly food and yeast paste. Each day, adult flies were changed to new vials and eggs were counted.

Ovariole stages were measured from females at 10 days old. Ovaries were dissected and fixed with 4% paraformaldehyde. Fixed ovarioles were separated with a stainless steel needle, and egg chamber stages were scored by the criteria of King [61].

### Microarray processing and analyses

Abundance of mRNA on a genomic scale was measured upon Affymetrix Drosophila 2.0 arrays. Adults from each genotype were aged to 14 days upon standard media in demography cages (125 females per cage, four cages per genotype). For each genotype, total RNA was isolated from 25 whole females with Trizol (Invitrogen, Life Technologies, Inc., Carlsbad, CA, USA.) and purified upon RNeasy columns (QIAGEN Inc., Valencia, CA, USA.). Using the Affymetrix One Cycle DNA system, 5 ug total RNA was converted to cDNA. Double stranded cDNA was amplified overnight at 37°C with the Affymetric IVT labeling protocol to produce biotin labeled cRNA. A total of 1.5 ug of spin column cleaned cRNA was fragmented by metal inducing hydrolysis, and 1.0 ug of this product was hybridized to arrays overnight at 45°C, 60 rpm. Hybridization, washing and staining were completed on an Affymetrix 450 Fluidics Station, and scanned on an Affymetrix 3000 G7. Three independent biological replicates were generated for each genotype.

Quantile normalized data were processed with Gene Chip Robust Multi-array Averaging (GC-RMA) [64] to generate log2 scaled expression values. Probesets with mean expression in the first quartile within a genotype were excluded. Two sided t-tests were used to assess differential expression with individual *P* < 0.05 and fold change at least 1.5. Probsets were collapsed to genes after differential expression statistics selection. All expression data from these arrays are publically available at NCBI GEO (accession GSE48145) [71]; scheduled for release 30 October 2013.

### Quantitative RT-PCR

RNA was prepared with TRIzol (Invitrogen) followed by ammonium acetate precipitation and DNAse treatment, quantified using NanoDrop ND-100. DNase-treated total RNA was reverse-transcribed with iScript cDNA synthesis (Bio-Rad Laboratories, Inc., Hercules, CA, USA.). Quantitative PCR was conducted with i*Taq* SYBR Green Supermix plus ROX (Bio-Rad) upon an ABI prism 7300 Sequence Detection System (Applied Biosystems, Life Technologies, Inc., Carlsbad, CA, USA.). Each estimate of mRNA was measured from four biological replicates, each with three technical replicates. Transcripts were normalized to *RPL32* mRNA control using the analytical method of 2^−ΔΔ*CT*^[62]. Primer sets are listed in (Additional file 6: Table S4).

## Abbreviations

CA: *Corpora allata*; CAKO: *Corpora allata* knockout; FbP1: Fat body protein 1; GCE: Germ-cell expressed bHLH-PAS; InR: Insulin-like receptor; JH: Juvenile hormone; JHA: Juvenile hormone analog; JHBIII: Bisepoxide JHIII; LSP1: Larval serum protein; MET: Methoprene-tolerant; MF: Methyl farnesoate; MSD/DS: Mass selective detector/detection software; NIPP1: Nuclear inhibitor protein phosphatase type 1; rpm: Revolutions per minute; WT: Wildtype.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

MT, RY and HB conceived and designed this study. RY and HB carried out the experiments. GA and AD measured JH titers from provided samples. MT analyzed the data and wrote the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1: Table S1 Life table statistics. Click here for file

Additional file 2: Figure S1 Mortality rate plots for females in Figure 4. Click here for file

Additional file 3: Figure S2 Survival and mortality plots for CAKO males. Click here for file

Additional file 4: Table S2 Genes of group 1 and 2: responsive to reduced JH independent of reproductive genotype. Click here for file

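For each gene of Group 1 and Group 2, Table S2 gives the mean log2 value of each genotype, and for the fertile and sterile pairs a p-value and a fold change. The part of Table S3 used here has the same columns. The 2 tables together hold 547 genes, of which 492 were named here, and the means of 485 match those of a probe set of that gene alone within 0.002. Of the other 7, 5 match a probe set shared by several genes, a kind not used here. The 964 p-values compared all equal those of the methods' t-test with unequal variances, within 0.0006, and 208 equal those with equal variances. The 970 fold changes compared all equal the ratio of the mean log2 values, within 0.006. In Table S2 alone the smallest listed fold change is 1.102 and the highest p is 0.0668, for Drep-2 in the sterile pair. A ratio of log2 values is smaller than the fold change of expression. For Obp99b the listed means of 4.16 and 9.07 are apart by 4.91 log2 units, and for jhamt those of 6.65 and 4.30 by 2.34 units.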

Additional file 5: Table S3 Genes responsive to reduced JH in a single reproductive genotype. Click here for file

Additional file 6: Table S4 Primers for qPCR. Click here for file

# Supplementary material for: Juvenile hormone regulation of Drosophila aging
**Source:** BMC Biol. 2013 Jul 17;11:85. doi: 10.1186/1741-7007-11-85
**Supplement:** Additional file 1: Table S1 — Life table statistics.

Table S1

Figure	Genotype	diet or treatment	sex	Life expectancy (adult)				Log-rank<br>prob.(vs. CAKO)	Proportional Hazard<br>relative risk (CAKO/WT)	
				median	LCL	UCL	N ₀			
Fig 4A	CAKO (in w ¹¹¹⁸)	yeast 2%	female	44	44	46	279			
	NIPP1/w ¹¹¹⁸	yeast 2%	female	30	30	30	122	< 0.001		
	w ¹¹¹⁸ /w ¹¹¹⁸	yeast 2%	female	32	30	32	275	< 0.001		
	Aug21,GFP/w ¹¹¹⁸	yeast 2%	female	32	30	32	225	< 0.001		
Fig 4B	CAKO (in w ^{Dah})	yeast 2%	female	56	54	58	574			
	w ^{Dah}	yeast 2%	female	48	46	48	478	< 0.001		
Fig 4C	CAKO	EtOH	female	54	52	56	522			
	wildtype	EtOH	female	42	42	44	507	< 0.001		
	CAKO	JHA	female	40	40	42	517	< 0.001		
	wildtype	JHA	female	40	38	40	532	< 0.001		
Fig 4D	CAKO, OvoD (in w ^{Dah})	yeast 2%	female	48	46	50	574			
	OvoD (in w ^{Dah})	yeast 2%	female	36	34	36	578	< 0.001		
Fig 5	CAKO (in w ^{Dah})	yeast 1%	female	64	62	66	342		0.725	a
	CAKO (in w ^{Dah})	yeast 2%	female	60	60	62	250		0.835	b
	CAKO (in w ^{Dah})	yeast 4%	female	62	62	64	328		0.734	a
	CAKO (in w ^{Dah})	yeast 8%	female	56	54	56	351		0.863	b
	CAKO (in w ^{Dah})	yeast 16%	female	54	52	54	257		0.856	b
	w ^{Dah} /w ^{Dah}	yeast 1%	female	58	56	58	348	< 0.001		
	w ^{Dah} /w ^{Dah}	yeast 2%	female	58	56	58	326	< 0.001		
	w ^{Dah} /w ^{Dah}	yeast 4%	female	56	54	56	372	< 0.001		
	w ^{Dah} /w ^{Dah}	yeast 8%	female	52	52	54	330	< 0.001		
	w ^{Dah} /w ^{Dah}	yeast 16%	female	50	50	52	352	< 0.001		
Fig S2	CAKO (in w ¹¹¹⁸)	yeast 2%	male	36	34	38	431			
	w ¹¹¹⁸ /w ¹¹¹⁸	yeast 2%	male	30	30	30	386	< 0.001		
	Aug21,GFP/w ¹¹¹⁸	yeast 2%	male	28	28	30	420	< 0.001

# Supplementary material for: Juvenile hormone regulation of Drosophila aging
**Source:** BMC Biol. 2013 Jul 17;11:85. doi: 10.1186/1741-7007-11-85

Figure S2. Male life expectancy extended by CAKO, relative to controls *w1118* and *Aug21,GFP/+*. A) Survival. B) Mortality rate.

A)

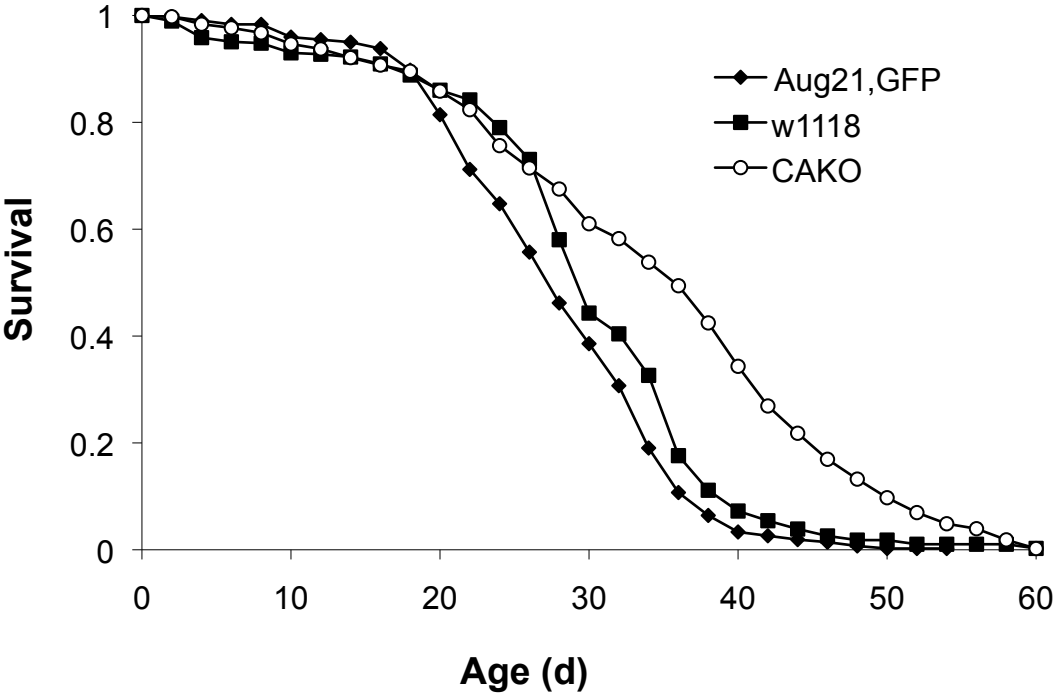

B)

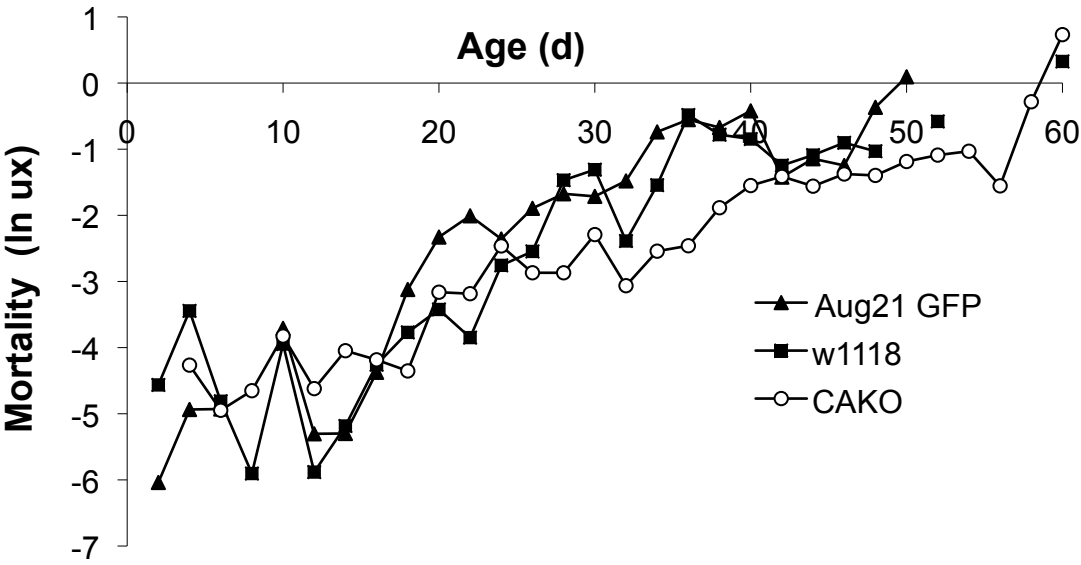

**Supplement:** Additional file 3: Figure S2 — Survival and mortality plots for CAKO males.

# Supplementary material for: Juvenile hormone regulation of Drosophila aging
**Source:** BMC Biol. 2013 Jul 17;11:85. doi: 10.1186/1741-7007-11-85
**Supplement:** Additional file 4: Table S2 — Genes of group 1 and 2: responsive to reduced JH independent of reproductive genotype.

Table S2

**Group 1: Genes repressed by JH in both fertile and sterile females**								
	Normalized mRNA abundance				Fold change		p-value	
Gene Symbol	wildtype	CAKO	OvoD	OvoD;CAKO	wildtype v. CAKO	OvoD v. OvoD;CAKO	wildtype v. CAKO	OvoD v. OvoD;CAKO
CG1304	2.754	7.309	2.994	9.173	2.654	3.064	0.0001	0.0002
CG34040	4.677	11.286	10.287	12.569	2.413	1.222	0.0005	0.0032
CG2444	2.454	5.625	5.754	6.959	2.292	1.210	0.0007	0.0026
Obp99b	4.161	9.070	8.401	11.636	2.180	1.385	0.0009	0.0103
CG6012	2.861	6.140	4.419	8.099	2.146	1.833	0.0003	0.0032
CG31955	3.374	6.932	6.196	7.659	2.055	1.236	0.0014	0.0157
Sr-CIV	2.254	4.151	4.171	6.735	1.841	1.615	0.0016	0.0018
w	3.181	5.737	6.289	7.511	1.804	1.194	0.0086	0.0247
CG18302	3.521	6.194	5.740	8.115	1.759	1.414	0.0005	0.0009
CG15534	4.686	7.842	8.273	10.069	1.673	1.217	0.0057	0.0023
Cpr60D	2.761	4.613	5.566	6.368	1.671	1.144	0.0057	0.0337
Acp65Aa	3.275	5.339	4.795	7.087	1.631	1.478	0.0055	0.0017
Cyp309a1	5.274	8.585	9.143	10.700	1.628	1.170	0.0021	0.0019
CG33282	3.095	4.970	5.421	7.176	1.606	1.324	0.0390	0.0021
CR13656	3.673	5.667	5.865	7.970	1.543	1.359	0.0079	0.0039
CG10559	3.950	6.083	7.950	9.657	1.540	1.215	0.0003	0.0070
CG11893	4.172	6.311	5.898	8.180	1.513	1.387	0.0024	0.0148
CG12998	5.743	8.502	8.588	10.091	1.481	1.175	0.0028	0.0000
CG12256	3.361	4.895	5.488	6.939	1.456	1.264	0.0067	0.0070
Try29F	7.237	10.367	9.244	12.123	1.433	1.311	0.0029	0.0001
CG6385	3.661	5.129	4.831	6.395	1.401	1.324	0.0349	0.0082
CG15533	4.093	5.593	7.992	8.913	1.367	1.115	0.0115	0.0219
CG7135	4.235	5.559	5.461	7.283	1.312	1.334	0.0006	0.0012
Cyp313a1	7.730	10.140	9.334	10.947	1.312	1.173	0.0003	0.0002
CG1208	7.904	10.266	9.657	11.370	1.299	1.177	0.0014	0.0001
Ser6	7.536	9.725	8.831	10.848	1.291	1.228	0.0002	0.0017
yellow-b	5.457	7.023	7.829	8.634	1.287	1.103	0.0070	0.0129
DsimCG6640	8.669	10.866	11.732	12.966	1.253	1.105	0.0287	0.0316
CG31370	4.653	5.787	6.509	7.208	1.244	1.107	0.0049	0.0045
CG5724	8.874	10.847	11.483	12.650	1.222	1.102	0.0081	0.0004
Sodh-2	6.403	7.708	7.756	9.017	1.204	1.163	0.0095	0.0005
CG13856	4.481	5.363	5.475	7.115	1.197	1.300	0.0045	0.0012
Fuca	6.138	7.323	7.982	8.794	1.193	1.102	0.0055	0.0119
Cyp12d1-d	6.038	7.173	6.597	8.476	1.188	1.285	0.0087	0.0009
CG32982	3.615	4.278	4.164	5.054	1.183	1.214	0.0190	0.0164
sxe2	4.992	5.902	6.507	7.837	1.182	1.204	0.0142	0.0154
CG13177	4.988	5.890	6.288	6.990	1.181	1.112	0.0234	0.0461
Cpr66D	7.253	8.550	7.656	9.238	1.179	1.207	0.0319	0.0004
CG11668	2.722	3.201	3.547	4.114	1.176	1.160	0.0351	0.0258

Table S2

nmo	6.429	7.554	8.555	9.559	1.175	1.117	0.0194	0.0003
CG9993	5.436	6.378	6.766	8.283	1.173	1.224	0.0483	0.0037
CG15553	2.501	2.914	2.860	5.613	1.165	1.963	0.0006	0.0071
obst-E	6.537	7.616	7.873	8.971	1.165	1.139	0.0040	0.0010
CG15434	7.012	8.137	8.000	8.860	1.160	1.107	0.0006	0.0108
CG9400	5.671	6.568	6.573	7.339	1.158	1.116	0.0289	0.0413
CG2064	7.668	8.786	9.421	10.577	1.146	1.123	0.0211	0.0043
CG14607	3.329	3.805	4.326	4.897	1.143	1.132	0.0025	0.0005
CG33256	6.257	7.150	7.554	8.341	1.143	1.104	0.0137	0.0330
CG15617	4.932	5.540	5.936	6.923	1.123	1.166	0.0368	0.0426
CG32726	5.965	6.657	7.273	8.131	1.116	1.118	0.0010	0.0042
CG14934	9.899	10.988	9.888	11.954	1.110	1.209	0.0211	0.0008
lush	6.105	6.742	7.393	8.152	1.104	1.103	0.0016	0.0304
**Group 2: Genes induced by JH in both fertile and sterile females**								
	**Normalized mRNA abundance**				**Fold change**		**p-value**	
**Gene Symbol**	**wildtype**	**CAKO**	**OvoD**	**OvoD;CAKO**	**wildtype v. CAKO**	**OvoD v. OvoD;CAKO**	**wildtype v. CAKO**	**OvoD v. OvoD;CAKO**
Jon25Bii	9.295	3.951	11.762	7.743	2.353	1.519	0.0025	0.0500
CG31259	5.539	2.368	6.063	3.879	2.339	1.563	0.0114	0.0210
CG31775	7.987	4.833	7.539	4.389	1.653	1.718	0.0022	0.0000
Jon25Bi	8.296	5.118	11.372	8.434	1.621	1.348	0.0073	0.0351
CG5246	7.101	4.418	10.025	7.077	1.607	1.416	0.0106	0.0045
CG2772	5.368	3.533	8.806	5.377	1.520	1.638	0.0205	0.0000
jhamt	4.654	3.129	6.647	4.303	1.488	1.545	0.0110	0.0115
CG33109	10.751	7.444	12.612	10.546	1.444	1.196	0.0044	0.0027
CG3106	7.672	5.561	8.161	7.382	1.380	1.105	0.0012	0.0019
CG17239	8.261	6.019	10.494	8.763	1.372	1.198	0.0293	0.0125
CG10182	4.495	3.277	6.857	5.449	1.372	1.259	0.0234	0.0296
CG31041	11.327	8.383	11.684	9.271	1.351	1.260	0.0000	0.0060
CG12970	3.258	2.471	4.355	2.997	1.318	1.453	0.0356	0.0031
CG6839	8.221	6.446	9.487	7.585	1.275	1.251	0.0171	0.0001
CG32207	6.947	5.466	4.907	2.329	1.271	2.107	0.0208	0.0072
CG13947	7.752	6.174	10.322	7.385	1.256	1.398	0.0242	0.0000
fit	11.158	8.942	14.224	12.589	1.248	1.130	0.0017	0.0414
CG7298	11.752	9.428	11.765	10.638	1.246	1.106	0.0115	0.0362
ana	8.179	6.603	9.915	8.765	1.239	1.131	0.0010	0.0015
Vm26Ab	13.361	10.994	4.685	3.209	1.215	1.460	0.0024	0.0306
CG17012	9.320	7.699	11.876	10.156	1.211	1.169	0.0042	0.0009
CG7567	7.678	6.346	10.387	7.940	1.210	1.308	0.0388	0.0307
CG2177	8.083	6.681	8.379	7.082	1.210	1.183	0.0060	0.0006
CG7631	8.155	6.744	10.591	9.187	1.209	1.153	0.0290	0.0014

Table S2

Pde1c	5.032	4.253	6.288	5.370	1.183	1.171	0.0007	0.0011
CG2022	7.386	6.274	9.039	7.561	1.177	1.196	0.0247	0.0020
CG11912	9.594	8.167	11.179	10.069	1.175	1.110	0.0108	0.0053
CG4822	9.376	7.989	10.468	9.305	1.174	1.125	0.0000	0.0077
CG34005	7.177	6.201	8.742	7.717	1.157	1.133	0.0278	0.0267
CG31759	5.567	4.825	4.611	3.890	1.154	1.185	0.0139	0.0023
phr6-4	7.952	6.934	4.093	3.029	1.147	1.351	0.0007	0.0356
Drep-2	3.613	3.179	2.543	2.262	1.137	1.124	0.0399	0.0668
CG13912	9.291	8.177	9.953	8.991	1.136	1.107	0.0033	0.0021
Cyp4ac3	6.945	6.116	8.201	7.307	1.136	1.122	0.0047	0.0019
SCAP	9.752	8.614	9.538	8.361	1.132	1.141	0.0067	0.0225
Invadolysin	7.103	6.324	7.819	6.502	1.123	1.203	0.0382	0.0072
CG9616	2.646	2.373	7.507	3.434	1.115	2.186	0.0342	0.0087
CG33120	7.558	6.820	9.928	8.830	1.108	1.124	0.0269	0.0207
nimC1	6.181	5.594	9.066	8.013	1.105	1.131	0.0008	0.0018
Cyp4ad1	7.583	6.867	8.952	8.097	1.104	1.106	0.0195	0.0039
CG30438	5.213	4.723	8.633	6.153	1.104	1.403	0.0275	0.0004
caps	2.727	2.472	3.304	2.803	1.103	1.178	0.0230	0.0077

# Supplementary material for: Juvenile hormone regulation of Drosophila aging
**Source:** BMC Biol. 2013 Jul 17;11:85. doi: 10.1186/1741-7007-11-85
**Supplement:** Additional file 5: Table S3 — Genes responsive to reduced JH in a single reproductive genotype.

Table S3

<i>Genes repressed by JH in fertile but not Ovo^{D1} (sterile) females</i>								
	Normalized mRNA abundance				Fold change		p-value	
Gene Symbol	wildtype	CAKO	OvoD	OvoD;CAKO	wildtype v. CAKO	OvoD v. OvoD;CAKO	wildtype v. CAKO	OvoD v. OvoD;CAKO
Lsp2	3.8417	8.1996	14.0669	13.0575	2.134	1.077	0.003	0.038
CG4500	3.0822	5.7567	7.9526	6.7290	1.868	1.182	0.002	0.048
CG1139	4.6726	8.0554	8.7219	9.4754	1.724	0.920	0.001	0.006
Lsp1beta	6.0542	10.0328	11.5188	12.5909	1.657	0.915	0.000	0.030
CG17751	4.1614	6.6069	8.9193	9.1886	1.588	0.971	0.002	0.243
CG31664	2.8624	4.4820	6.6404	6.9513	1.566	0.955	0.000	0.248
CG6271	7.0599	10.0174	11.3693	11.4215	1.419	0.995	0.001	0.698
CG33469	3.5839	5.0365	7.0574	7.0983	1.405	0.994	0.003	0.875
CS-2	4.8528	6.7900	8.1792	8.1536	1.399	1.003	0.004	0.786
CG6283	7.8058	10.7761	11.3075	11.9390	1.381	0.947	0.000	0.000
CG14694	5.1702	6.9212	8.3221	8.6406	1.339	0.963	0.000	0.040
CG16898	8.8292	11.5098	11.6986	12.7091	1.304	0.920	0.002	0.003
CG8093	7.6438	9.8834	11.6222	11.8753	1.293	0.979	0.003	0.054
CG41284	3.5319	4.5663	3.0556	3.0616	1.293	0.998	0.000	0.970
CG13636	6.8450	8.7637	7.0547	7.2847	1.280	0.968	0.003	0.352
CG13609	4.8785	6.1990	2.6370	2.6195	1.271	1.007	0.004	0.777
CG12721	5.4641	6.9205	4.4677	4.3612	1.267	1.024	0.003	0.474
CG32444	10.3768	13.1014	13.3465	14.1227	1.263	0.945	0.003	0.009
Sodh-1	9.3633	11.7371	12.7832	13.2839	1.254	0.962	0.002	0.099
CG3301	5.4982	6.8808	8.4150	8.7964	1.251	0.957	0.001	0.057
CG3699	8.7384	10.9245	11.9764	12.9411	1.250	0.925	0.005	0.001
CG10621	7.1141	8.8576	11.0741	10.7155	1.245	1.033	0.000	0.048
CG15865	4.4817	5.5470	8.4472	8.5040	1.238	0.993	0.001	0.647
CG12268	4.7509	5.8616	7.2248	7.2995	1.234	0.990	0.002	0.722
yellow-f	3.1782	3.8892	5.5938	4.9601	1.224	1.128	0.060	0.047
Gen	4.1016	5.0060	2.9680	2.5437	1.221	1.167	0.033	0.009
smp-30	9.7261	11.8592	12.4079	12.9624	1.219	0.957	0.001	0.021
CG9981	2.2419	2.7333	4.1490	3.0876	1.219	1.344	0.002	0.063
CG4741	4.6934	5.7114	6.3333	6.9163	1.217	0.916	0.000	0.111
CG9664	5.3057	6.4194	8.5168	8.2521	1.210	1.032	0.002	0.101
yellow-c	7.3723	8.9066	9.5695	10.2160	1.208	0.937	0.001	0.029
CG1889	5.9699	7.2095	8.7684	8.9237	1.208	0.983	0.005	0.263
CG17189	6.6169	7.9552	9.0568	9.3892	1.202	0.965	0.004	0.121
CG10050	4.7688	5.7225	2.5769	2.7575	1.200	0.935	0.001	0.457
CG15120	5.6832	6.7953	8.7304	8.5327	1.196	1.023	0.001	0.518
Obp56a	7.9531	9.4861	10.3565	11.2691	1.193	0.919	0.002	0.009
CG3032	2.5026	2.9839	2.4145	2.4118	1.192	1.001	0.001	0.260
CG15408	6.7946	8.0975	10.0339	10.3216	1.192	0.972	0.002	0.084
CG16965	6.1652	7.2895	9.4866	10.0461	1.182	0.944	0.000	0.040
CG1773	6.5629	7.7404	9.4639	9.4220	1.179	1.004	0.004	0.773

Table S3

CG7968	8.2323	9.7085	11.1907	11.6945	1.179	0.957	0.002	0.001
Cyp309a2	6.4511	7.5966	9.0112	9.5320	1.178	0.945	0.002	0.169
CG30427	5.9985	7.0617	8.0328	8.7535	1.177	0.918	0.002	0.001
CG9510	9.2576	10.8466	11.9666	12.3912	1.172	0.966	0.000	0.070
CG5397	7.4309	8.7004	9.5170	10.2170	1.171	0.931	0.004	0.006
CG6830	8.7720	10.2612	11.4902	12.1184	1.170	0.948	0.002	0.001
CG5895	5.8461	6.8193	7.7903	7.9699	1.166	0.977	0.001	0.321
CG31189	5.0149	5.8443	6.9074	7.1639	1.165	0.964	0.002	0.071
CG2082	7.9643	9.2788	9.4766	10.2046	1.165	0.929	0.004	0.017
Cyp28d1	10.6823	12.4441	13.0908	13.3571	1.165	0.980	0.005	0.060
CG6484	9.9022	11.5138	11.9089	12.4934	1.163	0.953	0.001	0.003
Ugt86Dc	6.5329	7.5922	9.7141	9.1279	1.162	1.064	0.000	0.033
CG11852	7.5561	8.7626	9.2988	10.1468	1.160	0.916	0.001	0.002
CG11878	10.1004	11.7057	12.1855	12.8238	1.159	0.950	0.001	0.002
CG10516	8.0425	9.3094	10.8189	10.5902	1.158	1.022	0.002	0.031
CG30345	8.7157	10.0659	10.7061	11.0241	1.155	0.971	0.000	0.076
CG10131	5.1242	5.9014	7.8909	7.8183	1.152	1.009	0.001	0.594
CG9512	10.7596	12.3714	12.8745	13.5874	1.150	0.948	0.000	0.005
dro4	10.5366	12.1115	12.4545	13.0101	1.149	0.957	0.002	0.019
CG15353	8.2467	9.4779	10.2058	10.9888	1.149	0.929	0.001	0.007
GRHRII	6.3600	7.2948	8.7604	8.7712	1.147	0.999	0.003	0.916
Lectin-galC1	10.9149	12.5066	12.6434	13.3186	1.146	0.949	0.000	0.005
CG6435	6.4569	7.3930	8.7528	8.8265	1.145	0.992	0.004	0.463
CG11919	8.0188	9.1698	10.5763	11.1259	1.144	0.951	0.003	0.047
yellow-f2	6.8435	7.8223	9.1131	9.3305	1.143	0.977	0.001	0.165
CG14259	7.8851	9.0010	10.0002	10.5582	1.142	0.947	0.002	0.007
wdb	5.1177	5.8314	3.1780	2.8058	1.139	1.133	0.127	0.028
ninaE	8.8142	9.9996	10.4596	11.3131	1.134	0.925	0.004	0.051
CG18522	10.0764	11.4311	11.8698	12.3054	1.134	0.965	0.000	0.005
CG9119	9.6309	10.9001	11.6040	12.3076	1.132	0.943	0.002	0.001
CG14375	9.2915	10.5127	12.1635	12.0181	1.131	1.012	0.000	0.067
Faa	7.0885	8.0137	9.0000	9.4109	1.131	0.956	0.001	0.039
CG3609	10.2044	11.5189	12.0613	12.8355	1.129	0.940	0.005	0.001
CG15358	7.3233	8.2661	9.4244	10.0357	1.129	0.939	0.002	0.038
CG9497	7.4026	8.3478	9.0532	9.7346	1.128	0.930	0.001	0.026
CG8012	9.2102	10.3851	11.3984	11.4129	1.128	0.999	0.000	0.832
Tsf1	11.9143	13.4249	14.2733	14.6517	1.127	0.974	0.001	0.008
Ugt36Bc	8.9225	10.0444	11.0196	11.5367	1.126	0.955	0.003	0.003
Ahcy89E	7.0703	7.9553	8.8639	9.5162	1.125	0.931	0.001	0.003
CG9312	7.7316	8.6948	9.8633	10.1640	1.125	0.970	0.004	0.018
a5	5.0673	5.6904	6.1427	6.4028	1.123	0.959	0.003	0.603
Mgstl	8.1005	9.0913	10.2969	10.5594	1.122	0.975	0.001	0.115

Table S3

yellow-e	5.6490	6.3349	8.1462	8.2475	1.121	0.988	0.003	0.261
CG7763	2.1475	2.4057	4.4046	2.4649	1.120	1.787	0.419	0.033
CG31313	11.5012	12.8839	13.2250	13.8711	1.120	0.953	0.005	0.000
Cyp12a5	8.6487	9.6824	10.6668	11.4379	1.120	0.933	0.003	0.002
CG4377	11.3807	12.7405	13.2933	13.8165	1.119	0.962	0.003	0.001
Mur18B	12.0073	13.4364	13.9511	14.3177	1.119	0.974	0.001	0.010
CG33514	8.6110	9.6169	10.7677	11.2210	1.117	0.960	0.000	0.005
CG12896	9.9833	11.1319	12.5238	12.2635	1.115	1.021	0.002	0.113
CG18547	8.8894	9.9088	10.6807	11.0641	1.115	0.965	0.000	0.006
CG13139	6.4867	7.2277	8.0424	8.7221	1.114	0.922	0.002	0.027
CG6834	7.1613	7.9733	9.1846	9.6632	1.113	0.950	0.002	0.026
CG15406	8.0435	8.9531	10.0199	10.3282	1.113	0.970	0.003	0.009
Cyp4ae1	6.0433	6.7225	8.3038	8.4510	1.112	0.983	0.002	0.204
CG1946	5.7676	6.4153	8.5039	7.5907	1.112	1.120	0.104	0.023
CG3270	8.7354	9.7049	10.5139	11.4425	1.111	0.919	0.000	0.002
CG9903	5.0074	5.5621	7.5930	7.5390	1.111	1.007	0.001	0.568
CG31199	8.1250	9.0218	10.2198	10.6748	1.110	0.957	0.003	0.016
CG7953	11.2798	12.5017	13.5211	13.8313	1.108	0.978	0.004	0.135
CG5160	2.3847	2.6423	3.0273	2.8592	1.108	1.059	0.001	0.629
CG13707	5.8439	6.4670	7.3943	7.7673	1.107	0.952	0.002	0.015
CG3857	7.4542	8.2483	11.1531	9.5141	1.107	1.172	0.006	0.001
Buffy	7.0413	7.7899	8.4713	8.7087	1.106	0.973	0.003	0.186
CG16997	9.6163	10.6039	11.3976	12.1191	1.103	0.940	0.002	0.002
regucalcin	8.5778	9.4588	11.1008	10.9685	1.103	1.012	0.003	0.348
st	7.1836	7.9179	9.2533	9.6086	1.102	0.963	0.003	0.013
Tsp42El	8.0873	8.9132	10.0292	10.2669	1.102	0.977	0.003	0.014
CG5577	8.1718	9.0062	10.1468	10.3889	1.102	0.977	0.001	0.073
CG30360	12.2508	13.4800	13.8189	14.1966	1.100	0.973	0.003	0.026
CG33178	8.7045	9.5760	10.3667	10.7736	1.100	0.962	0.000	0.001
**Genes induced by JH in fertile but not Ovo^{D1} (sterile) females**								
	Normalized mRNA abundance				Fold change		p-value	
Gene Symbol	wildtype	CAKO	OvoD	OvoD;CAKO	wildtype v. CAKO	OvoD v. OvoD;CAKO	wildtype v. CAKO	OvoD v. OvoD;CAKO
Osi6	10.087	2.134	2.134	2.134	4.727	1.000	0.004	NA
CG40298	5.939	2.167	2.412	2.231	2.741	1.081	0.000	0.113
Osi15	7.546	2.907	2.134	2.134	2.596	1.000	0.012	NA
CG31926	5.611	2.426	2.147	2.147	2.313	1.000	0.026	0.623
TwidIN	7.111	3.092	2.155	2.157	2.300	0.999	0.034	0.257
Cpr65Ax1	6.968	3.106	2.134	2.134	2.243	1.000	0.012	0.423
CG6704	6.252	2.815	2.164	2.227	2.221	0.972	0.001	0.212
CG7465	4.604	2.277	2.372	2.280	2.022	1.040	0.000	0.437

Table S3

ImpE2	4.192	2.134	2.134	2.134	1.965	1.000	0.045	NA
Cpr47Eg	4.281	2.225	2.211	2.246	1.924	0.984	0.000	0.038
CG10953	4.416	2.311	2.329	2.308	1.911	1.009	0.018	0.449
CG17192	8.392	4.416	10.047	9.143	1.900	1.099	0.005	0.204
CG17290	6.527	3.572	2.135	2.135	1.827	1.000	0.045	0.438
CG13679	3.890	2.186	2.157	2.157	1.780	1.000	0.008	0.876
CG31813	7.580	4.341	3.241	3.244	1.746	0.999	0.035	0.523
Obp19c	8.715	5.235	3.101	3.073	1.665	1.009	0.048	0.785
CG11741	5.419	3.262	5.171	5.446	1.661	0.949	0.046	0.542
CG31928	5.822	3.524	2.242	2.621	1.652	0.856	0.015	0.064
CG8147	10.087	6.124	4.800	5.054	1.647	0.950	0.017	0.732
CG14187	6.160	3.796	2.463	2.325	1.623	1.059	0.039	0.360
CG42335	3.885	2.426	5.502	5.964	1.602	0.923	0.044	0.320
CG8960	3.388	2.140	2.139	2.138	1.583	1.001	0.023	0.521
CG13992	5.245	3.384	3.147	3.228	1.550	0.975	0.017	0.143
CG3323	3.276	2.134	2.134	2.134	1.535	1.000	0.000	NA
l(2)03659	6.038	4.008	3.076	3.005	1.507	1.024	0.002	0.659
CG11873	4.249	2.856	2.240	2.240	1.488	1.000	0.016	0.663
CG12517	5.092	3.453	3.093	3.135	1.475	0.987	0.030	0.595
CG9505	4.053	2.761	2.772	2.886	1.468	0.960	0.012	0.515
CG5326	5.663	3.934	3.729	3.731	1.440	0.999	0.033	0.993
vanin-like	8.906	6.232	8.748	8.336	1.429	1.049	0.007	0.037
se	5.668	3.986	5.397	5.510	1.422	0.979	0.012	0.701
CG8083	7.904	5.685	8.106	8.165	1.390	0.993	0.026	0.825
CG4115	6.251	4.584	5.730	6.335	1.364	0.904	0.041	0.003
CG5150	10.633	7.825	10.870	10.299	1.359	1.055	0.001	0.056
TwdlG	5.853	4.407	4.756	4.480	1.328	1.062	0.013	0.452
CG7912	4.409	3.325	4.356	4.116	1.326	1.058	0.017	0.230
Tequila	5.409	4.088	6.067	5.963	1.323	1.017	0.002	0.581
CG3348	10.896	8.335	10.322	10.289	1.307	1.003	0.008	0.939
CG8785	9.458	7.237	9.780	9.123	1.307	1.072	0.003	0.038
Fcp26Aa	8.074	6.197	3.367	3.166	1.303	1.064	0.012	0.459
br	4.964	3.839	3.456	3.304	1.293	1.046	0.017	0.634
CG10592	11.533	8.937	11.872	11.001	1.290	1.079	0.004	0.008
pip	2.910	2.269	2.216	2.225	1.283	0.996	0.022	0.864
CG18179	5.171	4.041	8.412	8.050	1.280	1.045	0.007	0.639
LKR	5.617	4.476	6.461	6.205	1.255	1.041	0.039	0.438
CG10725	9.620	7.788	9.900	9.217	1.235	1.074	0.024	0.030
Kr-h1	9.414	7.642	9.206	9.104	1.232	1.011	0.025	0.416
CG30043	5.094	4.172	5.808	6.507	1.221	0.893	0.015	0.078
CG11093	3.615	2.984	4.347	4.013	1.211	1.083	0.015	0.102
CG32773	2.709	2.240	2.235	2.235	1.210	1.000	0.001	0.387
CG33097	6.351	5.255	5.432	5.198	1.209	1.045	0.042	0.348
Odc1	10.358	8.578	11.024	10.142	1.208	1.087	0.001	0.005

Table S3

CG15829	9.433	7.831	12.129	11.030	1.205	1.100	0.007	0.076
CG31159	4.290	3.564	3.262	3.147	1.204	1.037	0.021	0.518
CG3290	11.976	9.951	11.620	11.264	1.204	1.032	0.005	0.076
Fcp3C	9.623	8.030	3.111	3.077	1.198	1.011	0.049	0.874
Cht5	3.438	2.877	4.849	4.605	1.195	1.053	0.043	0.676
Lcp65Ag2	9.114	7.628	5.171	7.221	1.195	0.716	0.207	0.030
CG5550	9.199	7.701	10.632	9.843	1.194	1.080	0.016	0.039
Ilp6	6.936	5.810	6.527	6.356	1.194	1.027	0.001	0.296
SP71	3.233	2.708	2.790	2.786	1.194	1.001	0.031	0.273
Vm32E	11.885	9.967	2.363	2.388	1.193	0.990	0.031	0.756
CG18594	13.423	11.261	14.550	13.745	1.192	1.059	0.003	0.019
Hsp70Aa	4.919	4.142	4.662	5.817	1.188	0.802	0.005	0.001
Cpr64Ad	4.157	3.517	3.442	3.442	1.182	1.000	0.004	0.982
CG4098	8.679	7.347	7.345	6.753	1.181	1.088	0.005	0.066
CG18539	4.234	3.592	5.326	4.971	1.179	1.071	0.009	0.498
tadr	4.162	3.544	4.987	5.211	1.174	0.957	0.046	0.094
CG14798	5.945	5.071	3.185	3.538	1.172	0.900	0.028	0.231
CG5767	10.562	9.060	12.026	11.055	1.166	1.088	0.010	0.003
CG15044	7.162	6.173	9.508	8.771	1.160	1.084	0.019	0.034
Tollo	9.460	8.178	8.152	7.868	1.157	1.036	0.002	0.070
CG6870	10.021	8.663	10.563	10.184	1.157	1.037	0.001	0.075
CG40485	6.623	5.744	6.668	6.820	1.153	0.978	0.000	0.264
Cap-H2	5.029	4.364	4.077	4.128	1.152	0.988	0.020	0.769
mus308	5.502	4.777	4.248	4.179	1.152	1.017	0.036	0.719
CG32284	6.997	6.082	6.126	7.375	1.151	0.831	0.294	0.019
CG16743	8.908	7.745	10.738	9.929	1.150	1.081	0.003	0.037
CG34253	5.382	4.693	6.594	6.258	1.147	1.054	0.008	0.143
CG34267	4.750	4.143	4.757	4.658	1.147	1.021	0.008	0.286
CG3819	11.374	9.969	11.327	11.249	1.141	1.007	0.040	0.463
dsx	8.301	7.285	9.692	9.259	1.140	1.047	0.021	0.006
Epac	7.214	6.340	7.780	7.601	1.138	1.024	0.030	0.364
wbl	7.257	6.386	7.264	7.353	1.136	0.988	0.008	0.602
CG8745	11.699	10.309	12.200	12.126	1.135	1.006	0.006	0.461
CG33173	10.237	9.060	11.497	10.724	1.130	1.072	0.029	0.017
CG6106	6.388	5.655	4.886	5.259	1.130	0.929	0.001	0.220
CG2292	3.831	3.397	3.582	3.408	1.128	1.051	0.031	0.484
Ten-a	6.961	6.172	7.011	7.140	1.128	0.982	0.040	0.219
ap	5.663	5.023	7.157	6.551	1.127	1.093	0.036	0.150
Mip	6.862	6.088	7.123	7.478	1.127	0.952	0.002	0.017
jing	5.583	4.975	4.061	3.980	1.122	1.020	0.005	0.529
Ela	8.392	7.495	9.967	9.086	1.120	1.097	0.026	0.002
Mt2	3.088	2.762	2.310	2.303	1.118	1.003	0.041	0.927
CG12026	8.571	7.668	6.354	6.191	1.118	1.026	0.018	0.368
CG13324	10.625	9.505	11.774	11.104	1.118	1.060	0.047	0.074

Table S3

ckd	3.699	3.314	4.362	4.639	1.116	0.940	0.012	0.448
Eip75B	7.393	6.632	8.047	7.897	1.115	1.019	0.036	0.236
S1P	8.111	7.280	6.734	6.715	1.114	1.003	0.006	0.865
Dot	6.507	5.842	7.556	7.274	1.114	1.039	0.026	0.110
CG11911	13.707	12.313	14.054	13.295	1.113	1.057	0.002	0.001
CG16857	6.375	5.730	6.734	6.621	1.113	1.017	0.000	0.397
Cyp6d2	8.639	7.766	8.116	8.353	1.112	0.972	0.001	0.165
CG14949	8.749	7.867	9.643	9.032	1.112	1.068	0.033	0.016
CG15546	5.329	4.792	6.204	6.755	1.112	0.918	0.029	0.042
CG10508	3.613	3.250	4.107	4.921	1.111	0.834	0.128	0.033
CG4259	8.252	7.426	9.715	9.261	1.111	1.049	0.000	0.083
CG9451	9.532	8.580	9.598	9.579	1.111	1.002	0.007	0.802
CG7367	3.301	2.975	3.527	3.559	1.110	0.991	0.040	0.905
Ag5r2	10.691	9.634	11.599	10.946	1.110	1.060	0.013	0.020
CG8303	8.655	7.810	6.468	6.231	1.108	1.038	0.016	0.139
argos	5.340	4.820	5.520	5.444	1.108	1.014	0.017	0.828
CG13299	10.701	9.673	8.163	9.050	1.106	0.902	0.043	0.008
NetA	5.668	5.124	6.593	6.396	1.106	1.031	0.024	0.311
CG34123	5.495	4.968	6.038	5.556	1.106	1.087	0.016	0.106
CG31054	6.505	5.884	4.254	4.006	1.106	1.062	0.017	0.256
CG11671	11.411	10.323	12.286	11.987	1.105	1.025	0.012	0.048
CG33090	9.189	8.316	8.221	8.016	1.105	1.026	0.007	0.285
CG2003	6.919	6.268	6.821	6.663	1.104	1.024	0.009	0.443
CG30046	5.415	4.906	5.663	5.571	1.104	1.017	0.013	0.424
CG14410	6.541	5.927	3.317	3.552	1.104	0.934	0.024	0.544
RpL3	9.143	8.285	8.087	7.967	1.103	1.015	0.015	0.336
lola	6.295	5.705	6.346	6.239	1.103	1.017	0.024	0.264
CG16791	6.696	6.070	7.830	7.714	1.103	1.015	0.031	0.474
CG34348	7.429	6.736	5.199	5.161	1.103	1.007	0.043	0.801
CG30440	9.421	8.552	7.404	7.408	1.102	0.999	0.001	0.984
CG8773	9.159	8.315	10.703	10.233	1.102	1.046	0.026	0.005
Eip71CD	10.151	9.218	9.334	9.758	1.101	0.957	0.047	0.013
CG5794	7.635	6.935	6.961	6.923	1.101	1.006	0.000	0.680
CG4842	7.851	7.135	6.926	6.869	1.100	1.008	0.009	0.691
ldgf1	10.105	9.184	11.036	10.588	1.100	1.042	0.004	0.002
CG31233	11.541	10.491	12.427	12.013	1.100	1.034	0.007	0.003
**Genes repressed by JH in <i>Ovo</i>^{D1} (sterile) but not in fertile females**								
	Normalized mRNA abundance				Fold change		p-value	
Gene Symbol	wildtype	CAKO	OvoD	OvoD;CAKO	wildtype v. CAKO	OvoD v. OvoD;CAKO	wildtype v. CAKO	OvoD v. OvoD;CAKO
CG7768	2.155	2.297	2.550	4.010	1.066	1.572	0.028	0.014
Side	2.906	2.848	2.822	4.313	0.980	1.528	0.636	0.018
CG14642	2.963	2.909	2.983	4.555	0.982	1.527	0.455	0.002

Table S3

CG8483	3.152	3.263	3.164	4.727	1.035	1.494	0.256	0.000
Mlp60A	2.538	2.610	2.798	4.074	1.028	1.456	0.593	0.003
Lcp65Ag2	9.114	7.628	5.171	7.221	0.837	1.397	0.207	0.030
CG4927	2.431	2.587	2.584	3.608	1.064	1.396	0.017	0.038
Cyp6a17	9.110	9.629	7.665	10.582	1.057	1.381	0.016	0.018
skpB	3.008	3.200	3.428	4.532	1.064	1.322	0.308	0.014
CG33296	3.577	3.697	4.399	5.786	1.034	1.315	0.830	0.004
CG2650	2.153	2.194	5.826	7.552	1.019	1.296	0.321	0.023
mthl8	3.665	3.979	3.180	4.118	1.086	1.295	0.201	0.044
sev	2.136	2.147	2.248	2.910	1.005	1.294	0.269	0.005
Peritrophin-A	2.399	2.413	2.742	3.542	1.006	1.292	0.891	0.003
Cpr97Eb	3.392	3.504	3.613	4.664	1.033	1.291	0.360	0.002
CG15822	4.983	5.238	3.859	4.927	1.051	1.277	0.189	0.001
CG15711	2.602	2.741	3.176	4.049	1.053	1.275	0.117	0.039
CG32271	3.266	3.337	3.737	4.745	1.022	1.270	0.518	0.014
CG7810	6.617	6.576	4.791	6.027	0.994	1.258	0.713	0.025
eyes	2.486	2.497	3.087	3.883	1.004	1.258	0.813	0.048
Hsp70Aa	4.919	4.142	4.662	5.817	0.842	1.248	0.005	0.001
CG32225	3.777	4.028	4.289	5.330	1.067	1.243	0.158	0.047
CG7201	3.990	3.907	4.167	5.144	0.979	1.235	0.482	0.006
CG3588	3.376	3.520	3.939	4.838	1.043	1.228	0.361	0.019
MED27	7.611	7.683	4.452	5.424	1.009	1.218	0.253	0.049
5-HT7	2.173	2.210	2.228	2.709	1.017	1.216	0.274	0.004
CG11839	8.518	8.406	5.237	6.307	0.987	1.204	0.532	0.045
Meics	7.751	7.915	5.242	6.311	1.021	1.204	0.146	0.012
CG32284	6.997	6.082	6.126	7.375	0.869	1.204	0.294	0.019
CG4537	4.567	4.227	3.211	3.863	0.926	1.203	0.343	0.009
CG6083	3.700	3.873	4.153	4.978	1.047	1.199	0.330	0.004
CG10508	3.613	3.250	4.107	4.921	0.900	1.198	0.128	0.033
CG6151	4.060	4.464	2.339	2.795	1.100	1.195	0.545	0.026
FucTA	3.317	3.348	3.672	4.382	1.009	1.194	0.900	0.048
CG11407	6.687	7.110	7.597	9.048	1.063	1.191	0.170	0.020
CG13101	6.957	7.537	6.920	8.175	1.083	1.181	0.008	0.008
Obp83g	3.039	2.930	3.406	4.021	0.964	1.181	0.763	0.024
CG18136	4.471	4.593	4.988	5.867	1.027	1.176	0.161	0.021
CG9279	2.826	2.879	2.903	3.409	1.019	1.174	0.295	0.034
CG31928	5.822	3.524	2.242	2.621	0.605	1.169	0.015	0.064
ect	4.820	5.057	5.431	6.331	1.049	1.166	0.362	0.041
rdgA	2.278	2.343	2.362	2.750	1.029	1.164	0.234	0.011
CG13188	4.773	5.115	4.997	5.819	1.072	1.164	0.014	0.001
bip1	9.659	9.507	6.168	7.173	0.984	1.163	0.195	0.001
CG4788	8.056	8.284	4.456	5.173	1.028	1.161	0.124	0.023
CG9272	7.891	8.203	5.766	6.692	1.039	1.161	0.043	0.001

Table S3

CG4726	4.986	5.026	5.414	6.264	1.008	1.157	0.816	0.018
SMC2	7.218	7.182	3.831	4.431	0.995	1.156	0.674	0.036
CG2837	3.521	3.678	3.788	4.380	1.045	1.156	0.240	0.044
SRm160	5.753	5.551	3.595	4.140	0.965	1.152	0.184	0.022
CG13001	6.454	6.825	4.204	4.819	1.057	1.146	0.208	0.035
Dfd	3.268	3.575	4.418	5.057	1.094	1.145	0.264	0.031
CG3822	2.624	2.622	2.821	3.229	0.999	1.145	0.991	0.047
bbg	3.097	3.225	3.392	3.877	1.041	1.143	0.563	0.041
CG42322	2.431	2.457	2.816	3.217	1.011	1.143	0.696	0.049
CG12814	2.540	2.563	2.617	2.989	1.009	1.142	0.756	0.015
Pgant35A	6.452	6.358	4.737	5.404	0.985	1.141	0.538	0.018
navy	5.190	5.446	6.153	7.012	1.049	1.140	0.077	0.003
CG15436	7.419	7.584	2.983	3.393	1.022	1.138	0.096	0.034
CG5948	2.291	2.293	2.347	2.668	1.001	1.136	0.836	0.012
beat-IV	4.006	4.078	4.654	5.288	1.018	1.136	0.599	0.048
Hsp26	13.039	13.164	7.134	8.098	1.010	1.135	0.434	0.007
CG13067	8.624	9.107	8.883	10.071	1.056	1.134	0.006	0.000
CG10176	6.661	6.861	7.307	8.276	1.030	1.133	0.469	0.003
CG14681	3.166	3.197	3.323	3.763	1.010	1.132	0.686	0.026
Sirt7	7.845	7.860	5.040	5.698	1.002	1.131	0.842	0.014
CG5376	4.385	4.454	4.609	5.205	1.016	1.129	0.106	0.012
CG6621	8.077	8.031	6.374	7.195	0.994	1.129	0.744	0.005
CG9437	6.950	7.077	5.300	5.981	1.018	1.128	0.376	0.044
CG12858	6.571	6.492	6.966	7.860	0.988	1.128	0.462	0.020
CG7300	5.613	5.808	6.642	7.481	1.035	1.126	0.136	0.005
CG30043	5.094	4.172	5.808	6.507	0.819	1.120	0.015	0.078
CG13908	5.538	5.921	6.325	7.077	1.069	1.119	0.030	0.050
Fsh	6.781	6.582	7.078	7.899	0.971	1.116	0.297	0.006
CG15021	6.903	7.401	7.836	8.736	1.072	1.115	0.046	0.010
Lim3	4.795	5.085	5.726	6.381	1.061	1.114	0.138	0.005
pasha	7.374	7.210	5.515	6.142	0.978	1.114	0.164	0.012
Nhe1	9.016	9.835	9.240	10.288	1.091	1.113	0.014	0.000
mol	9.940	10.404	7.397	8.229	1.047	1.112	0.152	0.014
DnaJ-1	12.616	12.421	10.939	12.165	0.985	1.112	0.099	0.003
CG31475	2.181	2.182	2.182	2.425	1.001	1.112	0.225	0.049
CG14798	5.945	5.071	3.185	3.538	0.853	1.111	0.028	0.231
CG18417	5.496	5.932	7.125	7.905	1.079	1.110	0.034	0.024
CG11211	9.083	9.764	9.710	10.774	1.075	1.109	0.018	0.042
CG13299	10.701	9.673	8.163	9.050	0.904	1.109	0.043	0.008
CG11695	5.759	5.810	4.835	5.357	1.009	1.108	0.708	0.012
CG9967	6.165	6.430	4.900	5.424	1.043	1.107	0.181	0.049
CG9062	9.406	9.596	6.440	7.126	1.020	1.107	0.074	0.031
CG17738	2.205	2.181	2.268	2.508	0.989	1.106	0.423	0.005
CG32195	7.431	7.981	8.739	9.664	1.074	1.106	0.006	0.001

Table S3

CG5375	2.883	3.010	3.509	3.880	1.044	1.106	0.551	0.010
CG10344	8.035	7.929	5.506	6.089	0.987	1.106	0.575	0.037
CG4115	6.251	4.584	5.730	6.335	0.733	1.106	0.041	0.003
Cyp313b1	2.284	2.314	2.314	2.555	1.013	1.104	0.184	0.013
CG10420	8.589	8.460	7.023	7.749	0.985	1.103	0.424	0.035
TepIII	6.069	6.181	6.970	7.689	1.019	1.103	0.254	0.013
comm	5.124	5.234	5.683	6.261	1.021	1.102	0.370	0.003
l(2)05714	9.267	9.101	6.906	7.607	0.982	1.102	0.052	0.002
**<i>Genes induced by JH in Ovo^{D1} (sterile) but not in fertile females</i>**								
	Normalized mRNA abundance				Fold change		p-value	
9Gene Symbol	wildtype	CAKO	OvoD	OvoD;CAKO	wildtype v. CAKO	OvoD v. OvoD;CAKO	wildtype v. CAKO	OvoD v. OvoD;CAKO
CG13403	2.411	2.480	7.464	3.380	1.029	2.208	0.686	0.000
CG3635	2.364	2.319	5.328	2.433	0.981	2.190	0.232	0.001
Cyp4d21	2.348	2.264	7.876	3.737	0.964	2.108	0.154	0.002
CG30479	2.227	2.231	4.779	2.363	1.002	2.022	0.435	0.012
Lip2	2.166	2.153	4.370	2.240	0.994	1.951	0.309	0.003
UGP	2.931	3.000	5.852	3.051	1.024	1.918	0.422	0.007
CG4835	2.138	2.134	4.091	2.134	0.998	1.917	0.423	0.009
CG5157	2.437	2.280	6.191	3.248	0.935	1.906	0.198	0.016
CG9766	2.168	2.176	4.529	2.392	1.004	1.893	0.624	0.042
CG7763	2.148	2.406	4.405	2.465	1.120	1.787	0.419	0.033
Hr38	2.161	2.160	3.728	2.168	1.000	1.720	0.724	0.033
CG9826	2.208	2.170	3.422	2.243	0.983	1.525	0.096	0.043
Ugt37a1	2.504	2.495	5.436	3.650	0.996	1.489	0.951	0.031
CG34290	2.596	2.439	4.564	3.077	0.939	1.483	0.143	0.019
nimC2	2.152	2.163	3.197	2.184	1.005	1.464	0.359	0.021
Vm34Ca	14.602	13.417	8.118	5.554	0.919	1.462	0.029	0.002
CG17949	11.249	11.828	7.172	4.967	1.051	1.444	0.056	0.002
CG18190	11.149	11.238	4.563	3.244	1.008	1.407	0.442	0.035
CG14946	3.213	3.124	5.773	4.148	0.972	1.392	0.646	0.008
CG30017	2.832	2.725	4.834	3.566	0.962	1.356	0.529	0.028
CG17477	3.498	3.391	5.276	3.914	0.969	1.348	0.034	0.008
alphaTub67C	12.881	12.803	6.217	4.620	0.994	1.346	0.396	0.025
CG9981	2.242	2.733	4.149	3.088	1.219	1.344	0.002	0.063
Ndae1	2.287	2.310	3.277	2.446	1.010	1.340	0.071	0.045
CG1090	2.242	2.217	3.174	2.391	0.989	1.327	0.618	0.046
CG17018	12.604	12.224	6.926	5.253	0.970	1.319	0.005	0.002
Kap-alpha3	5.671	5.379	5.343	4.126	0.949	1.295	0.061	0.002
GRHR	4.355	4.170	5.875	4.546	0.958	1.293	0.244	0.009
Cyp6g2	2.143	2.143	2.763	2.143	1.000	1.289	NA	0.048
CG31445	3.480	3.262	6.883	5.431	0.937	1.267	0.106	0.000
CG3999	3.627	3.363	5.720	4.517	0.927	1.266	0.325	0.020

Table S3

CG14457	4.009	4.202	6.692	5.289	1.048	1.265	0.402	0.009
CG17364	2.609	2.595	3.274	2.609	0.995	1.255	0.809	0.013
CG7422	2.985	2.984	4.497	3.584	1.000	1.255	0.995	0.033
CG8589	8.914	8.900	4.341	3.467	0.998	1.252	0.922	0.026
CG32626	2.287	2.321	3.338	2.668	1.015	1.251	0.641	0.013
CG14544	7.042	6.985	4.148	3.329	0.992	1.246	0.726	0.032
hts	9.720	9.349	5.315	4.279	0.962	1.242	0.010	0.028
GstD10	3.341	3.313	7.136	5.758	0.992	1.239	0.280	0.011
CG10073	2.135	2.134	2.640	2.135	1.000	1.237	NA	0.017
CG18446	10.312	10.809	6.400	5.176	1.048	1.237	0.003	0.049
DNApol-<br>delta	7.434	7.455	4.176	3.380	1.003	1.235	0.865	0.031
tor	8.099	8.068	4.588	3.783	0.996	1.213	0.780	0.019
CG15879	3.092	2.834	4.195	3.489	0.916	1.202	0.060	0.043
l(1)G0196	3.910	3.847	2.669	2.225	0.984	1.200	0.851	0.009
CG4688	4.992	4.749	6.318	5.271	0.951	1.199	0.268	0.025
CG6129	6.716	6.150	8.828	7.442	0.916	1.186	0.082	0.001
Cyp6a8	6.178	5.943	8.522	7.200	0.962	1.184	0.409	0.009
nos	12.901	13.030	5.717	4.835	1.010	1.182	0.483	0.036
CG4500	3.082	5.757	7.953	6.729	1.868	1.182	0.002	0.048
CG32984	7.400	7.019	9.740	8.291	0.949	1.175	0.103	0.000
zpg	11.740	11.841	7.608	6.477	1.009	1.175	0.092	0.023
CG11459	4.415	4.278	5.866	4.999	0.969	1.173	0.766	0.012
Tango13	5.210	5.566	6.494	5.535	1.068	1.173	0.203	0.000
CG3857	7.454	8.248	11.153	9.514	1.107	1.172	0.006	0.001
CG7384	9.841	9.607	7.973	6.831	0.976	1.167	0.005	0.047
Gen	4.102	5.006	2.968	2.544	1.221	1.167	0.033	0.009
CG2678	8.853	8.542	6.216	5.362	0.965	1.159	0.071	0.021
CG17322	8.591	7.911	8.551	7.377	0.921	1.159	0.042	0.003
CG7433	2.396	2.400	2.824	2.457	1.002	1.149	0.401	0.026
homer	7.530	7.452	6.036	5.253	0.990	1.149	0.629	0.027
CG8299	7.466	7.503	10.445	9.106	1.005	1.147	0.920	0.001
CG7714	2.262	2.187	2.713	2.368	0.967	1.146	0.042	0.006
asparagine-<br>synthetase	9.254	8.935	10.106	8.845	0.966	1.143	0.031	0.013
CG9925	10.789	10.666	7.592	6.659	0.989	1.140	0.292	0.048
phr	7.785	7.321	6.897	6.056	0.940	1.139	0.101	0.013
CG7191	3.111	3.125	4.734	4.162	1.004	1.138	0.696	0.049
CG6687	6.801	6.506	9.711	8.537	0.957	1.137	0.315	0.015
wdb	5.118	5.831	3.178	2.806	1.139	1.133	0.127	0.028
pk	3.259	3.056	4.249	3.756	0.938	1.131	0.074	0.026
Snoo	7.394	7.139	9.272	8.195	0.965	1.131	0.150	0.004
CG10361	4.302	4.359	7.316	6.470	1.013	1.131	0.724	0.003
CG31611	13.811	14.240	7.878	6.978	1.031	1.129	0.119	0.004

Table S3

nord	7.133	6.527	8.041	7.126	0.915	1.128	0.011	0.010
CG13776	4.559	4.574	3.987	3.534	1.003	1.128	0.904	0.027
yellow-f	3.178	3.889	5.594	4.960	1.224	1.128	0.060	0.047
CG32154	2.449	2.341	2.990	2.651	0.956	1.128	0.406	0.023
CG6912	6.966	6.493	9.719	8.630	0.932	1.126	0.256	0.003
Btd	2.176	2.176	2.474	2.197	1.000	1.126	0.423	0.012
pch2	8.831	8.821	6.565	5.836	0.999	1.125	0.933	0.008
CG10006	4.245	4.585	7.130	6.346	1.080	1.124	0.430	0.015
CG32698	5.335	5.556	6.587	5.868	1.041	1.123	0.080	0.006
Sox102F	5.936	5.433	7.394	6.588	0.915	1.122	0.116	0.021
CG8611	7.893	7.650	6.303	5.616	0.969	1.122	0.015	0.025
Nmdmc	10.315	9.669	10.227	9.117	0.937	1.122	0.034	0.022
fru	2.468	2.407	2.612	2.330	0.975	1.121	0.561	0.001
CG1946	5.768	6.415	8.504	7.591	1.112	1.120	0.104	0.023
CG3335	8.040	7.790	6.689	5.972	0.969	1.120	0.053	0.040
Atf-2	5.132	5.294	6.711	6.006	1.032	1.117	0.463	0.016
yl	11.444	11.092	4.245	3.800	0.969	1.117	0.033	0.036
CG18278	8.155	7.984	6.974	6.246	0.979	1.117	0.252	0.027
CG40178	6.394	6.403	7.356	6.593	1.002	1.116	0.957	0.002
CG9344	9.243	8.726	8.258	7.407	0.944	1.115	0.050	0.006
to	9.545	9.185	12.193	10.940	0.962	1.114	0.014	0.008
CG7922	6.850	6.567	6.278	5.650	0.959	1.111	0.017	0.023
CG8607	7.524	7.399	5.788	5.210	0.983	1.111	0.215	0.004
Ptp99A	7.361	6.996	6.372	5.738	0.950	1.110	0.107	0.026
mbm	10.113	9.981	7.320	6.594	0.987	1.110	0.096	0.002
RpS30	8.447	8.280	7.573	6.825	0.980	1.110	0.036	0.027
CG31809	7.465	6.910	9.569	8.631	0.926	1.109	0.016	0.015
CG12560	7.625	7.597	9.245	8.342	0.996	1.108	0.852	0.001
Cyp6a20	7.185	7.872	10.388	9.375	1.096	1.108	0.007	0.001
CG4725	4.314	4.126	6.287	5.677	0.956	1.107	0.361	0.017
Papss	7.797	7.319	7.961	7.188	0.939	1.107	0.031	0.003
CG12116	13.137	12.259	13.135	11.882	0.933	1.105	0.014	0.002
CG10341	8.681	8.371	8.200	7.426	0.964	1.104	0.001	0.014
Oatp30B	9.393	8.987	9.862	8.941	0.957	1.103	0.019	0.000
CG32155	5.554	5.505	7.207	6.536	0.991	1.103	0.880	0.014
CG5151	8.042	7.874	8.390	7.610	0.979	1.103	0.098	0.020
Su(var)2-HP2	7.994	7.831	6.098	5.534	0.980	1.102	0.283	0.027
M(2)21AB	14.055	13.228	13.576	12.321	0.941	1.102	0.000	0.000
bam	8.636	8.719	2.843	2.582	1.010	1.101	0.557	0.027

Table S3

# Supplementary material for: Juvenile hormone regulation of Drosophila aging
**Source:** BMC Biol. 2013 Jul 17;11:85. doi: 10.1186/1741-7007-11-85
**Supplement:** Additional file 6: Table S4 — Primers for qPCR.

Primer Name	Forward or Reverse 5'-3' sequence
DmKr-h1-comm-f	TGCCAGAAAGCACTGTGGACTACT
DmKr-h1-comm-r	AGCAGGGCAGGATTGATGGTTAGA
DmJon25Bii-f	AGCACTCGGACTACAACACCAACA
DmJon25Bii-r	TGTTGATCAGGTGCCAGAAGTCCA
takeout-f	ATGAAGCTGTGCAACACCCTGTTC
takeout-r	ACGATCCTTTGGTCCTTGATCCCA
obp99b-f	AGCACGGATTTCGATGTCCACAAGA
obp99b-r	TTGGAGTTCATGAAGCACATGCCG
ana-f	GGCGAGTTGGACATTGCCAAGAAA
ana-r	TTGTCGATCGTGGGTGAGTTGGAT
yp1 - f	TCCAAGCTGAACACCTATGAGCGT
yp1 - r	TGGTATCGAAGGGCATGTCCAAC
yp2 - f	AGGAAGCAGAACGGTGAACAGGAT
yp2 - r	TACTGCTCAAAGTCCTCGATGGCA
yp3 - f	TACCACGTTGGCCAAATCAAGCAC
yp3 - r	TGGCCGTCTCCACATAGTTGTTC
lsp1 alpha - f	CAACATGCTCAACGGCAAGATGGT
lsp1 alpha - r	TCATCGAACTTGGGTCCCAGGAAA
fbp1 - f	AGAATGGACGCAACCGCATTTCATC
fbp1 - r	CAATTGCAGCATCACTTGGCGGTA
dlp2 - f	CCCTGCAGTTTGTCCAGGAG
dlp2 - r	CCAGGAAAGAGGGCACTTCG
dlp3 - f	AAGACCGTTCCTGCTGGAA
dlp3 - r	CCATCCCGAAGACGTCGAGT
dlp6 - f	CCCTTGGCGATGTATTTCCCAACA
dlp6 - r	CCGACTTGCAAGCACAATCGGTTA
dlp5 - f	CAATTCAATGTTGCGCAAACG
dlp5 - r	GGAGCTATCCAAATCCGCCA

How the deposited data were processed for this re-analysis (not part of the article)

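The paper compares whole-female expression in CAKO against wildtype and in CAKO;OvoD1 against OvoD1, with 12 Affymetrix Drosophila 2.0 arrays, 3 per genotype. Each array took 25 pooled females, from 4 cages of 125 females per genotype. The authors adjusted and normalized the arrays with GC-RMA, for which no version is given in the sources used here, and deposited log2 values. These log2 values were used as they stand and no column was left out. The survival, feeding and qPCR measurements were not analysed here, and Gene Ontology terms were not analysed here.

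Of 18952 probe sets, 13647 are annotated to 1 gene, 402 to several and 4903 to none. Gene identifiers of 13544 matched the RefSeq gene table, 0 symbols needed updating, and 11983 genes had at least 1 probe set. The methods leave out probe sets whose mean lies in the first quartile (25%) within a genotype, without saying in how many genotypes. Here the 5081 probe sets in the first quartile in all 4 genotypes were left out, 13871 were kept, and 9969 genes were tested. Leaving out the 7255 probe sets in the first quartile in at least 1 genotype was run as an alternative. A gene was called if at least 1 of its probe sets was called and none in the opposite direction, and its printed value comes from the probe set with the highest mean. Counts adjusted over a list alone use only this probe set. In OvoD1 against wildtype 39 genes, and in the sterile pair 1 gene, had probe sets called both ways. Where all arrays of a genotype lay within 0.2 of the floor, a change is given as at least N-fold.

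R 4.3.3 with limma 3.58.1 fitted the 4 genotypes as groups with 8 residual degrees of freedom (lmFit, then eBayes with a trend). Log2 fold changes and standard errors (SE) come from this model. The p-values are two-sided and adjusted by Benjamini-Hochberg over all probe sets kept, separately for fertile (CAKO against wildtype), sterile (CAKO;OvoD1 against OvoD1), interaction (sterile minus fertile effect) and OvoD1 against wildtype. A call needs an adjusted p under 0.05 and at least 1.5-fold. Overlaps were tested with Fisher's exact test, one-sided. The 27 gene lists were fixed before the data were examined and were tested with camera at a preset correlation of 0.01 and again with an estimated correlation, with fry, and with Fisher's exact test, two-sided, on the called members. Listed symbols that could not be matched to a gene with its own probe set were left out. Their p-values are adjusted over the lists. With 3 arrays per genotype the smallest two-sided exact permutation p is 0.1, so the number of arrays limits the precision of each gene. A known change of 1.5-fold, spread as on these arrays, was added to 50 probe sets of middle expression, and 40% were recovered with the right direction. Since a call needs an estimate of at least 1.5-fold, many changes of exactly this size are missed by the threshold itself, whatever the number of arrays. A change of 2-fold was recovered for 92% in the fertile and 96% in the sterile pair, and of 8-fold for 100%. Probe sets of low or very high expression were not drawn, so these shares do not cover genes near the floor.

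Genes are named by a rule fixed before the data were examined: the 8 largest rises and 8 largest falls among called genes of the fertile and of the sterile pair with no overlap between arrays (about 10% of unchanged genes do not overlap by chance), the genes the paper names with array or qPCR values, jhamt, the stock markers, up to 4 called members of each list (without called members 2), the first 6 genes of Group 1 and of Group 2 in Table S2, and the 5 largest each way for the interaction and for OvoD1 against wildtype, 138 genes in all. Some of the genes the paper names are not reported here. The alternatives, also fixed before the data were examined, were the methods' t-test (unadjusted, adjusted, and with a ratio of log2 means of at least 1.1), no fold threshold, a 2-fold threshold, fits of only 2 groups, other filters, 1 probe set per gene, median centring, centring on muscle and photoreceptor genes, array weights, a block for replicate number, and leaving out each array. The methods' t-test with unequal variances was added after the paper's tables had been compared. Median centring moved the fertile effects by -0.01, the sterile by -0.03 and the OvoD1 effect by 0.37, and centring on muscle and photoreceptor genes moved them by -0.19, -0.30 and -0.69.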

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

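The splits of the arrays were planned before the data were examined, and the other 8 tests here were chosen only after the result they weigh was seen.

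The effect of the knockout differed between fertile and sterile females for many genes. By the legend of Figure 7 the pairs also differ in genetic background, while the deposited design text gives the wildtype the same mixed background as the OvoD1 control, so a part of background in these values stays open. The interaction was positive for 144 genes and negative for 233 (153 without CAKO replicate 1). Some of these values are set by the floor and do not show a difference between the states, since the control of 1 pair lay within 1.5-fold of the floor and could not fall: this holds for 19 of the positive and 20 of the negative genes. Named genes of this kind are CG13403 (-4.15), CG31809 (-3.82), CG9616 (-3.80) and Cyp4d21 (-4.06), at the floor in fertile females, and Osi6 (7.95), Osi15 (4.64) and Cpr47Eg (2.09), at the floor in sterile females. Negative values held for weaker rises in sterile females of CG34040 (-4.33), CG13311 (-3.35), CG15254 (-3.29), acs (-2.63), CG31955 (-2.10), CG2444 (-1.97), Cyp28d1 (-1.50), Obp44a (-1.10), yellow-f2 (-0.76) and GstT4 (-0.72), for stronger falls of Ugt50B3 (-1.99) and GstD10 (-1.35), and for genes with a positive effect in fertile and a negative effect in sterile females, called both ways for hll (-3.90), Ugt302E1 (-1.65) and Prx6c (-1.54) and in 1 pair alone for Lsp2 (-5.37), Lip4 (-1.23), zpg (-1.23) and whd (-0.95). Positive values held for CG15369 (5.78), Cyp6a17 (2.40), CG1304 (1.62), DnaJ-1 (1.42) and Cpr97Eb (0.94).

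Other interaction calls ended when single arrays were left out. Without CAKO replicate 1 mag (-1.32) became -1.31, and without CAKO replicate 3 GstE1 (0.69) became 0.64. Kr-h1 (1.67) ended for 3 arrays (1.61 to 1.64) and Cyp309a1 (-1.75) for 5 (-1.80 to -1.59). The calls of the following ended for 9 to 11 arrays, with the values at those arrays in parentheses: CG11313 3.46 (3.43 to 3.77), CG17192 3.07 (2.78 to 3.17), Cyp313a1 -0.80 (-0.87 to -0.67), Cyp6g2 -0.62 (-0.62 to -0.48), Hml -0.75 (-0.80 to -0.66), JhI-26 -0.76 (-0.78 to -0.68), Sr-CI -0.86 (-0.94 to -0.72), TwdlN 4.02 (3.54 to 4.02), Ugt37A1 -1.78 (-1.90 to -1.67), Ugt37A2 -0.81 (-0.85 to -0.74), Ugt37D1 -0.60 (-0.65 to -0.52), Vm32E 1.94 (1.79 to 2.00) and phu 4.22 (3.54 to 4.58). Of these, TwdlN and Vm32E lay at the floor in sterile females and Cyp6g2 and Ugt37A1 in fertile females.

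Between OvoD1 and wildtype, 2513 genes were higher and 2851 lower, a balance set by the scaling of the arrays (3413 and 2109 with median centring, 1261 and 6393 with centring on muscle and photoreceptor genes). The storage protein gene Lsp2 (10.23), LManIII (6.19), CG13078 (5.89), CG34040 (5.61) and Cyp4d21 (5.53) were higher, and the oocyte genes osk (-10.78) and BicC (-10.40) and the chorion genes Cp15 (-11.23), Cp36 (-11.77) and Cp38 (-10.70) were lower. OvoD1 blocks oogenesis. Whether wildtype and OvoD1 also differ in background is uncertain, because the legend and the design text disagree.

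Splits of the arrays that ignore genotype weigh each count. In the fertile pair the real grouping gave 642 genes and the highest of the other splits 1, in the sterile pair 465 against 2, and between OvoD1 and wildtype 5364 against 0, with the real grouping 1 of 10 splits, too few splits for a share under 0.05. Over 100 pairs of splits the overlap was 159 for the real grouping, 1 of 100, and at most 0 for the others. Since the other splits of either pair called at most 1 or 2 genes, their overlap could hardly exceed 0. This share therefore adds nothing to the counts of the single pairs. For the interaction the real pair gave 377 and was 1 of 100, with 264 for a pair that keeps the real fertile grouping.

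Eggshell genes and the Osiris genes Osi6 and Osi15 were lower in fertile CAKO. A smaller share of ovary RNA is argued against by the germ line list, with a median of -0.0399 (quartiles -0.13 and 0.09). Late embryos or larvae in the wildtype samples stay open: 3 of 12 Osiris genes were lower over the list alone, but only 5 lie far enough above the floor in wildtype to fall by 1.5-fold, the cuticle list had 5 genes higher and 4 lower, and the 16 patterning genes, of which 0 were lower, are expressed earlier in the embryo. The arrays leave a lower share of late egg chambers open too. Chorion genes, expressed last, were lower than vitelline membrane genes by -1.07 (-2.94 against -1.87, 7 and 5 genes, exact permutation test over genes, two-sided, p = 0.0581). A loss of all late stages would lower both classes, and their difference cannot test it. The paper scored ovarioles at a younger age and reports previtellogenic chambers in CAKO, alone or together with a mature egg.

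Genes higher in fertile CAKO were mostly also higher in OvoD1, 377 of 400 (94.25%) where independent lists would share 100.8, while of 242 lower genes 93 were also lower (69.2 if independent) and 88 higher. A smaller ovary that raises all other tissues alike by 1.5-fold or more is argued against by the 2513 genes higher in OvoD1, whose effects in fertile CAKO had a median of 0.136 (quartiles -0.06 and 0.40), and a smaller rise of this kind as a part stays open. The shared wildtype arrays alone do not give the covariance of the effects, 0.238 against a simulated mean of 0.0121 (highest 0.0151, difference 0.226). The correlation of effects, 0.351, however lay below the simulated 0.502. The simulated overlap reached 0 genes, but the simulated groups held no changed genes and so could hardly give calls. This count therefore cannot show what the shared arrays add to the 377 genes. A move of fertile CAKO toward the sterile state would be seen as a larger share among genes higher in fertile females alone, 286 of 303 (94.4%), than among those higher in both, 91 of 97 (93.8%; Fisher's exact test, one-sided, p = 0.50), but both shares lie near 100% (25.2% for all genes) and the test could not decide.

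Genes called in both pairs were more frequent on chromosome arm 2L, 52 of 1811 (2.87%) against 104 of 8043 elsewhere (1.29%; odds ratio 2.26, Fisher's exact test, two-sided, p = 8.56e-06, adjusted p = 4.28e-05 over the arms). Tandem gene families are argued against, since with neighboring genes counted once 44 against 89 remain (Fisher's exact test, p = 3.97e-05). A stretch of chromosome carried with a transgene or from a parent stock may give such an excess. Both knockouts carry the driver and NIPP1 transgenes, and their controls are not described with them. The methods list the driver stock over CyO, a balancer of the chromosome that includes 2L, without giving the arm of the driver. They also state that the transgene lines were backcrossed to both backgrounds. The tables leave a carried stretch open, since transgenes and loss of the corpora allata come together in both pairs. On the X the share was 13 of 1584 (0.821%; adjusted p = 0.0146).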

How the results depend on the processing

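Calls under other settings, where the unequal-variance test was chosen after the values were seen. The methods' t-test adjusted over all probe sets gave 212 higher and 83 lower genes in the fertile pair, 77 and 74 in the sterile pair and 39 and 15 in both, with 17 genes of Group 1 and 9 of Group 2. The methods' t-test unadjusted, with a ratio of log2 means of at least 1.1, gave 56 higher in both. Without a fold threshold the counts were 814 and 751 fertile, 677 and 622 sterile, 279 and 364 for the interaction, and 274 and 202 in both. At 2-fold they were 176 and 119, 79 and 96, 70 and 119, and 36 and 25, with 20 of Group 2. Fits of only 2 groups gave 140 lower in fertile, 145 lower in sterile females and 40 lower in both. Centring on muscle and photoreceptor genes gave 577 lower in fertile females, 115 higher and 1006 lower in sterile females, 399 for a negative interaction, 1261 higher and 6393 lower in OvoD1, and 52 and 201 in both, and the share of higher genes among the called went from 62.3% to 33.6% (fertile) and from 50.8% to 10.3% (sterile). Of the 52 and 201, 49 and 62 are in the overlap described above. The methods' t-test with unequal variances and a ratio of at least 1.1 gave 154 higher in sterile females and 49 and 41 in both. The cause was not tested.

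Leaving out 1 array at a time gave 336 to 404 higher and 186 to 261 lower genes in the fertile pair, 197 to 240 and 189 to 241 in the sterile pair, 98 to 156 positive and 153 (without CAKO replicate 1) to 236 negative interactions, 2438 to 2513 and 2807 to 2851 for OvoD1, 84 to 100 and 49 to 68 in both, and 34 to 39 of Group 1 and 28 to 31 of Group 2.

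Centring on muscle and photoreceptor genes lowers every OvoD1 effect by 0.69. By that it took Act79B (-0.00157), Cyp6g2 (-0.0729), Mst84Dc (-0.0485), TpnC4 (-0.0525) and Yp2 (-0.104), which were called higher, to just below 0, and Fbp2 (-0.689), Lsd-2 (-0.670), TotB (-0.652) and TotF (-0.693), which had effects of 0.00 to 0.04, to about the shift itself. Replicate numbers do not pair the genotypes: correlations of replicate deviations ran from -0.159 to 0.149, with 2 of 18 over 0.1. A block for replicate number gave 90 and 58 in both. Probe sets at the floor, 7255 in at least 1 genotype, give only bounds on a change. The fold threshold and the 3 arrays per genotype limit calls near 1.5-fold.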

Differences from the paper's values

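The comparison with the paper's counts was planned, and the test with unequal variances and a ratio of log2 means of at least 1.1 was chosen after seeing the values. Counts are called different here where 1 is more than 1.5 times the other. By that measure 3 differ: genes higher in both pairs, 97 here and 52 in the paper; all genes changed in both pairs, 159 here and 94 in the paper; and genes higher in the sterile pair, 236 here and about 150 in Fig. 7A, read by eye as a whole circle. Read as the part outside the overlap the sterile count is 139, within 1.5 times. The genes lower in both, 62 here and 42 in the paper, are also apart, by just under 1.5 times. The main call uses an adjusted p, where the methods state an individual p under 0.05.

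For genes higher in both pairs, the settings chosen before the data were examined that do not differ from the paper's 52 are the methods' t-test adjusted (39), the methods' t-test with a ratio of log2 means of at least 1.1 (56), the 2-fold threshold (36), centring on muscle and photoreceptor genes (52, the paper's value, of which only 31 are among the 46 named genes of Group 1 against 39 for the main call, and with 201 lower in both where the paper has 42) and array weights (73), and all others differ, leaving out any single array included. For the total, the methods' t-test with the ratio (104), fits of only 2 groups (120), array weights (118), and leaving out OvoD1 replicate 1 (138), 2 (139) or 3 (136) or CAKO;OvoD1 replicate 3 (140) do not differ, and all others do. For genes higher in the sterile pair, the methods' t-test with the ratio (186), fits of only 2 groups (171), no filter (218), that centring (115), array weights (172), the block (216), and leaving out any CAKO replicate (222, 220, 224), any OvoD1 replicate (225, 216, 197) or CAKO;OvoD1 replicate 3 (197) do not differ, and all others do. The added test with unequal variances and a ratio of at least 1.1, chosen after seeing the values, gave 49 and 41 (90 in all) and 154 in the sterile pair and drops 1 of the 46 named genes of Group 1 and 2 of the 38 of Group 2; with 1.5-fold instead of the ratio it gave 99 and 69.

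Genes the paper lists and the main calls leave out. Group 1: Cpr60D (sterile 0.80, adjusted p = 0.104), CG13177 (sterile 0.70, adjusted p = 0.0693), CG15553 (fertile 0.41, adjusted p = 0.151), CG15617 (fertile 0.61, adjusted p = 0.122), CG11668 and CG14607 (both 0.48 and 0.57, under 1.5-fold) and Cyp12d1-d (0.00 and 0.06, called by no setting, from a probe set of this gene alone that lies at the floor). The means the paper lists for Cyp12d1-d match a probe set it shares with Cyp12d1-p, which was not used here and rose in both pairs (1.14, adjusted p = 8.52e-04, and 1.88, adjusted p = 1.29e-04). Group 2: CG10182 (fertile -1.22, adjusted p = 0.057), CG7298 (sterile -1.13, adjusted p = 0.124), CG7567 (fertile -1.33, adjusted p = 0.079), CG9616 (fertile -0.27, adjusted p = 0.847), Ugt50B3 (fertile -0.49, adjusted p = 0.0419), caps (0.24 and -0.25, while the means the paper lists match another probe set of the gene, with -0.25 and -0.50, under 1.5-fold) and Drep2 (-0.43 and -0.28, called by no setting). The methods' t-test with a ratio of at least 1.1 calls all but Cyp12d1-d and Drep2. Some are also called by the methods' t-test unadjusted with 1.5-fold (Cpr60D, CG13177, CG15617, CG10182, CG7298, CG7567), by centring on muscle and photoreceptor genes (CG10182, CG7298, CG7567, Ugt50B3), by median centring (CG10182, CG7567), by a filter on any genotype or 1 probe set per gene (CG10182), by array weights (CG7567), and by limma with no fold threshold (CG14607, Ugt50B3, caps through another probe set). For CG31809 the value in the sterile pair is -3.81 from a probe set of the gene alone, and the means the paper lists match a probe set shared with CG31810, with a smaller change (-0.94, adjusted p = 0.00784).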

Other observations

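Sterile OvoD1 females differed from fertile wildtype most in the ovary. All 18 eggshell genes were lower (median -7.86; camera, two-sided, adjusted p = 2.31e-05, and adjusted p = 0.252 with an estimated correlation), as were 26 of 31 germ line genes (median -4.26; camera, adjusted p = 3.41e-09, and adjusted p = 0.103 with an estimated correlation). Many genes of somatic families were higher: 21 of 26 Jonah and trypsin genes (15 with centring on muscle and photoreceptor genes), 52 of 76 P450 genes against 4 lower (43 and 12 with that centring), 22 of 34 UDP-glycosyltransferases against 1 (15 and 7), 26 of 36 odorant-binding proteins against 1 (11 and 9) and 12 of 16 lipid genes (5, with 1 lower). As lists these passed camera (adjusted p from 3.41e-09 to 6.93e-05) but not with an estimated correlation (adjusted p = 0.252, 0.103, 0.103, 0.227 and 0.179). Muscle genes (11 of 17) and photoreceptor genes (6 of 8) were higher too. That centring takes this away by its construction, since it scales the arrays by these same genes, and so cannot test it. Hemocyte genes were higher in 7 of 10 cases (camera, adjusted p = 0.00365, and adjusted p = 0.252 with an estimated correlation), and jhamt was higher by 1.99.

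Among insulin-like peptide genes of the brain, Ilp5 rose in fertile females (1.04, SE 0.21, adjusted p = 0.0129) and was not called in sterile females, 7.89 ± 0.14 against 7.86 ± 0.16 (-0.03, SE 0.21, adjusted p = 1). Its fertile values lay near the floor of 2.13 in wildtype (2.37, 2.80 and 2.80) and at 3.19, 3.94 and 3.95 in CAKO. By qPCR the paper instead reports lower dilp5 after knockout in sterile females and no decrease in fertile ones. Ilp2 was not called in fertile (0.44, adjusted p = 0.0318, under 1.5-fold) or sterile females (0.13, adjusted p = 0.487). The insulin list had 1 of 9 genes called in fertile females (camera, adjusted p = 0.348). Only these 9 of 17 listed symbols were matched. Ilp6, which the paper lists as lower in fertile females, was not among them. Yp1, a yolk protein gene of the fat body and follicle cells, was not called in either pair (-0.09, past an unadjusted p of 0.05, and -0.03). The paper instead reports mRNA of all 3 yolk protein genes, Yp1 included, as reduced in CAKO females and partly restored by JHA. NiPp1, the fly gene of the phosphatase inhibitor whose overexpression removes the corpora allata, was not called in whole females (0.10 and 0.25).

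The yellow family, of pigmentation enzymes and related secreted proteins, had 3 of 10 genes higher in fertile females (4 higher and 2 lower over the list alone; Fisher's exact test for higher genes, two-sided, adjusted p = 0.0421; camera, adjusted p = 0.208) with a median of 0.16 and a mean of -0.53, which differ in sign, and yellow-b higher in sterile females (1 over the list alone; lost without OvoD1 replicate 1, 2 or 3 or CAKO;OvoD1 replicate 2 or 3 at 0.74 to 0.85). Of 71 cuticle genes 5 were higher and 4 lower in fertile females (5 and 5 over the list alone; camera, adjusted p = 0.538), and Acp65Aa, Cpr66D and Cpr97Eb were higher in sterile females (3 over the list alone; camera, adjusted p = 0.261). The Osiris list was lower in fertile females (camera, two-sided, adjusted p = 0.0307, and adjusted p = 0.554 with an estimated correlation), with 0 of 12 called by limma in sterile females and 0 past an unadjusted p of 0.05. Among antioxidant enzymes Cat rose in fertile females (lost without CAKO replicate 1 or wildtype replicate 1 or 3 at 0.51 to 0.58), as did Prx6c (lost without CAKO replicate 1 at 0.78; 2 of 13 over the list alone; camera, adjusted p = 0.430), and Prx6c fell in sterile females (1 over the list alone), a call lost without any of 8 arrays (-0.75 to -0.62). RpL3 was lower in fertile and RpS30 in sterile females among 32 ribosomal genes, with 0 over the list alone by limma and 3 and 6 past an unadjusted p of 0.05. Both were called through a probe set other than the one with the highest mean (-0.86, adjusted p = 0.00444, and -0.75, adjusted p = 0.00561). Counts over the list alone do not use these probe sets.

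By limma 0 of 16 patterning genes were called in fertile females (1 past an unadjusted p of 0.05), and odd was higher in sterile females (1 over the list alone; lost without OvoD1 replicate 2 or 3 or CAKO;OvoD1 replicate 2 or 3 at 0.59 to 0.79). Antimicrobial peptide genes had 0 of 8 called by limma in either pair (1 and 0 past an unadjusted p of 0.05), with medians of -0.37 and -1.05 (camera, adjusted p = 0.966 and 0.346). Turandot genes had 0 of 3 called by limma in either pair (1 and 0 past an unadjusted p of 0.05; 1 higher in fertile females over the list alone). Heat shock genes had 0 of 7 called by limma in fertile females (1 past an unadjusted p of 0.05), photoreceptor genes 0 of 8 in either pair (5 and 1), male accessory gland and testis genes 0 of 8 (0 and 0) and stock markers 0 of 2 (1 and 1). Only 7 of 18 heat shock, 8 of 17 photoreceptor and 2 of 5 stock marker symbols were matched here. Of those left out, the paper lists w as higher in both pairs. The driver construct, as written in the methods, carries w as its marker, so this rise need not be a response to loss of JH. The paper also lists Hsp70Aa as lower in fertile and higher in sterile females, and ninaE as higher in fertile females. Among the 3 larval storage genes matched here, of 6 listed, Lsp2 alone was called in fertile females, also over the list alone, and 0 by limma in sterile females (1 past an unadjusted p of 0.05, and 1 lower over the list alone). Lsp1alpha, Lsp1beta and Lsp1gamma were not matched, and the paper lists Lsp1beta as higher in fertile females. Insulin genes had 0 of 9 called by limma in sterile females, with 0 past an unadjusted p of 0.05.

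The interaction was negative for 13 P450 genes and positive for 3 (16 and 3 over the list alone; camera, two-sided, adjusted p = 4.01e-06, and adjusted p = 0.226 with an estimated correlation), negative for 5 lipid genes (3 over the list alone; camera, adjusted p = 4.01e-06, and adjusted p = 0.226 with an estimated correlation) and 2 hemocyte genes, Hml and Sr-CI (3 over the list alone; camera, adjusted p = 0.0105, and adjusted p = 0.536 with an estimated correlation), whose calls ended without any of 9 (-0.80 to -0.66) and any of 11 single arrays (-0.94 to -0.72).

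Several genes called in the same direction or both directions in both pairs are neighbors, by gene order in the Release 6 assembly, and these were named after their values were seen. Near the tip of 2L, Nhe1 was higher and Sam-S, CG4822 and CG3164 lower in both pairs, with net higher and Creld lower beside them in the sterile pair. On 3R a window of 20 genes held 7 such genes (CG11893, CG13659, CG31370, CG10559, CG10562, CHKov1 and tobi), on 2R 3 (Cyp4ad1, Mal-A7 and Mal-A8, of which the last belong to the maltase family), on 3L 3 (hpRNA:CR32207, hpRNA:CR33940 and 1 other) and on X Ser6 and CG1304.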
